# Fasting upregulates the monocarboxylate transporter MCT1 at the rat blood-brain barrier through PPAR δ activation

**DOI:** 10.1186/s12987-024-00526-8

**Published:** 2024-04-08

**Authors:** Stéphanie Chasseigneaux, Véronique Cochois-Guégan, Lucas Lecorgne, Murielle Lochus, Sophie Nicolic, Corinne Blugeon, Laurent Jourdren, David Gomez-Zepeda, Stefan Tenzer, Sylvia Sanquer, Valérie Nivet-Antoine, Marie-Claude Menet, Jean-Louis Laplanche, Xavier Declèves, Salvatore Cisternino, Bruno Saubaméa

**Keywords:** Blood-brain barrier, Fasting, MCT1, PPAR δ, Endothelial cells

## Abstract

**Background:**

The blood-brain barrier (BBB) is pivotal for the maintenance of brain homeostasis and it strictly regulates the cerebral transport of a wide range of endogenous compounds and drugs. While fasting is increasingly recognized as a potential therapeutic intervention in neurology and psychiatry, its impact upon the BBB has not been studied. This study was designed to assess the global impact of fasting upon the repertoire of BBB transporters.

**Methods:**

We used a combination of in vivo and in vitro experiments to assess the response of the brain endothelium in male rats that were fed *ad libitum* or fasted for one to three days. Brain endothelial cells were acutely purified and transcriptionaly profiled using RNA-Seq. Isolated brain microvessels were used to assess the protein expression of selected BBB transporters through western blot. The molecular mechanisms involved in the adaptation to fasting were investigated in primary cultured rat brain endothelial cells. MCT1 activity was probed by in situ brain perfusion.

**Results:**

Fasting did not change the expression of the main drug efflux ATP-binding cassette transporters or P-glycoprotein activity at the BBB but modulated a restrictive set of solute carrier transporters. These included the ketone bodies transporter MCT1, which is pivotal for the brain adaptation to fasting. Our findings in vivo suggested that PPAR δ, a major lipid sensor, was selectively activated in brain endothelial cells in response to fasting. This was confirmed in vitro where pharmacological agonists and free fatty acids selectively activated PPAR δ, resulting in the upregulation of MCT1 expression. Moreover, dosing rats with a specific PPAR δ antagonist blocked the upregulation of MCT1 expression and activity induced by fasting.

**Conclusions:**

Altogether, our study shows that fasting affects a selected set of BBB transporters which does not include the main drug efflux transporters. Moreover, we describe a previously unknown selective adaptive response of the brain vasculature to fasting which involves PPAR δ and is responsible for the up-regulation of MCT1 expression and activity. Our study opens new perspectives for the metabolic manipulation of the BBB in the healthy or diseased brain.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12987-024-00526-8.

## Background

Fasting is increasingly recognized as a potential therapeutic intervention which might have a number of positive consequences in the healthy but also in the diseased individual [1]. In the field of neurology and psychiatry, fasting is currently scrutinized for possible beneficial effect in several conditions including stroke, multiple sclerosis, neurodegenerative diseases, cancer, major depression syndrome as long as metabolic syndrome and natural ageing which are major risk factors for neurological diseases [2–6]. Importantly, fasting and related metabolic interventions such as the ketogenic diet are already in clinical use for controlling seizures in drug-resistant epilepsy [7, 8]. Although fasting is accompanied with sustained hypoglycemia and despite the fact that the brain is often described as a glucose-dependent organ, it easily copes with this metabolic stress by switching its main energy nutrient from glucose to ketone bodies [9, 10]. In fact, fasting and calorie restriction are even thought to have neuroprotective actions by promoting the production of BDNF, dampening neuro-inflammatory processes, stimulating damaged organelles autophagy and enabling synaptic plasticity through activation of several signaling pathways such as the mTOR/AMPK, sirtuins and CREB axis [2, 4].

The blood-brain barrier (BBB) is a highly restrictive barrier between the blood and brain parenchyma supported by the endothelial cells of the cerebral vasculature. As compared to peripheral endothelial cells, cerebral endothelial cells (CECs) show a unique phenotype characterized by an elaborate complex of tight junctions, a very low rate of constitutive transcytosis and the expression of several ATP-binding cassettes (ABC) and Solute Carrier (SLC) transporters [11]. ABC transporters, in particular PGP (*Abcb1a*), BCRP (*Abcg2*) and MRP4 (*Abcc4*), are mostly known for restricting the brain distribution of a large panel of xenobiotics, including many drugs. By contrast, SLC transporters allow the regulated uptake of nutrients needed for brain function. Among those are GLUT1 (*Slc2a1*), which allows glucose to readily enter the brain and MCT1 (*Slc16a1*), which plays an essential role in shuttling lactate and ketone bodies into the brain, in particular when blood glucose availability is diminished. Very few studies have addressed the impact of fasting on brain endothelial cells. It has been reported that one day of fasting increases PGP activity at the mouse BBB [12]. Besides, the brain uptake of glucose and ketones, as measured by positron emission tomography, was increased following two days of fasting in the rat, while the endothelial expression of GLUT1 and MCT1 was unchanged [13]. However, the global response of the BBB to fasting, as well as the underlying molecular mechanisms, remain to be investigated.

Fasting drives a major metabolic switch involving in particular a sharp rise in the plasma concentration of free fatty acids (FFAs), which can be used as an alternate energy source or converted to ketone bodies in the liver [1]. This rise in FFAs activates a major lipid sensing system composed of nuclear receptors of the peroxisome proliferator-activated receptor (PPAR) family. PPARs are activated by a number of saturated and unsaturated FFAs as well as lipid-derived compounds (such as arachidonic acid derivatives or endocannabinoids) [14] and are pivotal for the adaptation to fasting in several organs including the liver and muscle [15, 16]. This family comprises three isoforms (α, δ, γ encoded respectively by *Ppara*, *Ppard*, *Pparg*) which share significant overlap in their ligands, DNA binding sequence and target genes [17]. Nevertheless, they are not always functionally redundant and their activation can have distinct functional consequences depending upon tissue-specific features such as their relative expression and the presence of specific interacting partners [18]. For example, PPAR γ promotes adipogenesis and lipid storage in the adipose tissue, while PPAR α and PPAR δ enhance fatty acids oxidation, respectively, in the liver and muscle [16, 19]. However, the effects of fasting on CECs and on the expression and function of PPARs at the BBB have not been studied yet.

In the present study, we first assess the global impact of fasting upon the BBB by performing a whole transcriptomic profiling of freshly isolated CECs from fed vs. fasted rats. We show that fasting does not alter the expression of drug unidirectional efflux ABC transporters at the BBB but modulates the expression of a restrictive set of SLC transporters, mainly involved in the transport of nutrients, enzymatic cofactors and neurotransmitters, including MCT1. Using a combination of in vitro and in vivo approaches, we then demonstrate that fasting selectively activates PPAR δ in brain endothelial cells. Finally, we show that this activation is responsible for the upregulation of MCT1 expression and activity at the BBB. Altogether, we describe a new selective adaptive response that takes place in the cerebrovascular system during fasting.

## Methods

### Animals

Male Wistar-Han rats (Charles River Laboratories) weighing 300–350 g were used in this study. They were kept on a 12:12-hour dark:light cycle with *ad libitum* access to food and water. All experiments complied with the ethical rules of the European directive (2010/63/EU) for experimentation with laboratory animals and were approved by the ethics review committee of Paris Descartes University (approval no. 18–090 #20,159). For fasting experiments, food was withdrawn from the cage on day 0 at 8.30 am and the bedding was changed to eliminate pellet residues and limit coprophagy. Rats were then sacrificed 24 h, 48 h, or 72 h later at 8.30 am. Control animals were fed *ad libitum* and all animals had free access to water. Rats were weighed on day 0 and on the day of sacrifice. Glycemia and ketonemia were measured just before sacrifice on a drop of tail-tip blood using a Freestyle Optium Neo H (Abbott) with glucose and ketones strips. For in vivo inhibition of PPAR δ during fasting, rats were dosed with the specific inhibitor GSK3787 administered intra-peritoneally at 2 mg/kg every 12 h for 48 h, starting with food removal.

### Biochemical assays

Plasma total proteins were determined by Biuret’s method and plasma urea and free fatty acids were measured by enzymatic methods. These parameters were assessed on an Alinity Analyzer (Abbott).

### Chemicals

DMEM (cat. # 21885-025), DMEM-F12 (cat. # 10,565,018), HBSS (cat. # 14175-053), and HEPES (cat. # 15630-056) were from Gibco. Fetal Bovine Serum (FBS) (cat. # SV30160.03) was from HyClone. Liberase DL (cat. # 05401160001), Liberase DH (cat. # 5,401,089,001), Liberase TM (cat. # 05401119001), Bovine Serum Albumin (BSA) (cat. # A7906), Dextran (cat. # 31,390) and DNase I (cat. # DN25) were from Merck. PPAR agonists and antagonists were purchased from Merck (GW501516, GSK0660, GW6471, Fenofibrate, Rosiglitazone) or Euromedex (GW0742, GSK3787).

### Preparation of brain cell suspensions

Four rats were used for each isolation. Animals were deeply anesthetized by intra-peritoneal injection of 10 mg/kg diazepam (Bayer) and, ten minutes later, 100 mg/kg ketamine (Panpharma). Then, they were transcardially perfused with Buffer 1 (HBSS, 10 mM HEPES) containing 20 U/mL heparin (Panpharma) at 4 °C for 3 min to remove blood from the brain vasculature. All subsequent steps were done on ice except when indicated. The cortex was dissected, carefully cleared from adhering white matter and meninges and gently crushed in a Petri dish using a glass slide. Tissue pieces from two cortices were pooled in 30 mL of Buffer 1, rinsed twice by sedimentation in Buffer 1, then centrifuged (2 min, 600 g) and resuspended in 10 mL of DMEM containing 10 mM HEPES, 0.2 WU/mL Liberase DL, 0.2 WU/mL Liberase DH and 100 U/mL DNase I. Digestion was performed for 40 min at 37 °C with gentle mechanical trituration with a 10 mL pipette (at 10 min), then with a P1000 pipet tip (at 20 min) and finally with a rounded glass Pasteur pipette (at 30, 35, and 40 min), to obtain a homogenate with a creamy texture and almost no visible remaining piece. Digestion was stopped by adding 25 mL of DMEM + 10% FBS and the homogenate was centrifuged (10 min, 1,000 g). The supernatant was discarded and the pellet was resuspended in 25 mL of Buffer 1 + 18% BSA and centrifuged (15 min, 2,000 g). The floating compact myelin disk was eliminated and the pellet was resuspended in 50 mL of Buffer 1 + 1% BSA. This suspension was filtered sequentially on a 100 μm Cell Strainer (Corning) and a 10 μm nylon mesh (cat. # NY1004700, Millipore). Cells from the filtrate were pelleted and resuspended in Buffer 1 containing 300 µg/mL Liberase TM and 100 U/mL of DNase I for 30 min at room temperature. The digestion was stopped by adding 30 mL of DMEM + 10% FBS and undigested vessel fragments were removed by filtration on a 10 μm nylon mesh. Cells were finally pelleted, resuspended in MACS buffer (PBS with no Ca^2+^/Mg^2+^, 0.5% BSA, 2 mM EDTA) and counted.

### Magnetic-activated cell sorting of brain cortex endothelial cells

Anti-CD31-Phycoerythrin (PE) and anti-CD11b-Fluorescein Isothiocyanate (FITC) antibodies, anti-FITC and anti-PE magnetic microbeads, LS and LD columns were used following the recommendations of the manufacturer (Miltenyi Biotec). The whole procedure was performed at 4 °C and cells were washed in MACS buffer and recovered by centrifugation (5 min, 1,000 g) following each incubation step. Cerebral endothelial cells were isolated from brain cell suspensions by positive cell sorting. Cells were incubated sequentially in 50 µL of MACS buffer per million cells + 10% (v/v) anti-CD11b-FITC and 1% (v/v) anti-CD31-PE antibodies for 20 min. Cells were then incubated for 15 min in 90 µL of MACS buffer + 10 µL of anti-FITC microbeads (per 10 million cells) and passed over a LD column to retain CD11b + microglia. Unretained cells were labelled for 15 min in 80 µL of MACS buffer + 20 µL of anti-PE microbeads (per 10 million cells) and passed over a LS column. CD31 + endothelial cells were recovered in the retained fraction.

### Flow cytometry

Cells were stained with 7-AAD (4 mg/L for 20 min on ice) and analyzed on a BD Accuri™ C6 (BD Biosciences) flow cytometer. Debris and dead cells were excluded from the analysis by gating events on FSC/SSC and 7-AAD fluorescence, respectively.

### RNA-Seq

Following MACS, cells were immediately lysed and total RNA was extracted using the RNeasy® Micro Kit (Qiagen). Library preparation and Illumina sequencing were performed at the Ecole normale supérieure GenomiqueENS core facility (Paris, France). Messenger (polyA^+^) RNAs obtained in three independent experiments (biological replicates) were purified from 150 ng of total RNA using oligo(dT). All samples had RNA integrity numbers ranging from 9,1 to 9,9 as assessed by the Fragment Analyzer instrument (Agilent Technologies). Libraries were prepared using the strand-specific RNA-Seq library preparation TruSeq Stranded mRNA kit (Illumina). Libraries were multiplexed by twelve on a run. A 75 bp single-end read sequencing was performed on NextSeq 500 device (Illumina). A mean of 33 ± 1.7 million reads passing the Illumina quality filter was obtained for each of the 12 samples.

### RNA-Seq data analysis

The analyses were performed using the Eoulsan pipeline [20], including read filtering, mapping, alignment, filtering, and read quantification. Before mapping, poly N read tails were trimmed, reads ≤ 40 bases were removed, and reads with quality mean ≤ 30 were discarded. Reads were then aligned against the *Rattus norvegicus* genome from Ensembl version 91 using STAR (version 2.6.1b). Alignments from reads matching more than once on the reference genome were removed using Java version of samtools. To compute gene expression, *Rattus norvegicus* GTF genome annotation version 91 from Ensembl database was used. All overlapping regions between alignments and referenced exons were counted and aggregated by genes using HTSeq-count 0.5.3. The DESeq2 package (version 1.30.1) [21] was used for normalizing counts and estimating differential gene expression, which was expressed as LFC, defined as the Log_2_ of the fold change between fasting (F1, F2, F3) and *ad libitum* (AL) conditions, with corresponding adjusted p-values. The whole dataset is presented in Suppl. Table S1 and contain 13,049 genes with at least one read in each sample (after summation over technical replicates). 

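The deposited count files list 32624 features each. After summation over the 4 technical replicates of a sample, 18780 of these had at least 1 read in any of the 12 samples and 13050 had at least 1 read in each sample. The latter are 13049 genes listed by their Ensembl identifiers and 1 feature that carries the name Pecam1 in place of an identifier. The copy of Suppl. Table S1 used here is shortened and holds 1993 genes, against the 13049 of the whole table, with few exceptions those whose symbols come first in the alphabet, up to Ccng1. Together with Suppl. Table S2, which lists 53 genes, it paired identifiers with gene symbols for 2043 of the 13050 features, Pecam1 included, and the other features were tested without a symbol.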

The RNASeq gene expression data and raw fastq files are available on the GEO repository (www.ncbi.nlm.nih.gov/geo/) under accession number GSE241803.

### qRT-PCR

Reverse transcription was performed on 100 ng of total RNA using random primers (cat # N8080127) and the Superscript II Reverse Transcriptase (cat # 18,064,022) following the supplier’s recommendations (Thermo Fisher Scientific). For qPCR, 8 µL of cDNA diluted 1/20 was mixed with 10 µL of SYBR Green fluorescence detection solution (Thermo Fisher Scientific) and 1 µL of each primer (Eurogentec) (see Suppl. Table S5 for primers’ sequence). qPCR was performed in 384-wells plates on a CFX384 Touch Real-Time PCR Detection System (Bio-Rad Laboratories) using the following program: 2 min at 50 °C, 10 min at 95 °C, 40 cycles of amplification (15 s at 95 °C, 45 s at 60 °C). All primers had amplification efficiency close to 100% as checked by the analysis of standard dilution curves (slope close to -3.33) so that the relative expression of a gene *X* to the housekeeping gene *Tbp* could be calculated by 2^− ΔCt^ where ΔCt = Ct(*X*)-Ct(*Tbp*) and Ct is the threshold cycle value.

### Mechanical isolation of brain microvessels

Four rats were used for each isolation. Rats were anesthetized and transcardially perfused with heparinized Buffer 1, as described above. The whole procedure was performed at 4 °C. Cortices were cleared of meninges, recovered in 30 mL/two cortices of Buffer 1 and triturated in a Potter-Thomas homogenizer using 10 strokes at 400 rpm. The homogenate was centrifuged, washed once in Buffer 1, and resuspended in Buffer 1 + 17.5% Dextran. After centrifugation at 2,500 g for 15 min, the floating myelin disk was eliminated and the pellet was resuspended in Buffer 1 + 1% BSA. This suspension was filtered sequentially on a 100 μm Cell Strainer and a 10 μm nylon mesh and microvessels’ fragments were recovered from the 10 μm filter in Buffer 1 + 1% BSA. After rinsing in Buffer 1, microvessels were stored as a dry pellet at -80 °C until further processing.

### Western-blot

Brain microvessels were homogenized in RIPA buffer (50 mM Tris.HCl pH 7.4, 150 mM NaCl, 1% Triton X100, 0.5% Sodium Deoxycholate, 0.1% SDS, 1 mM EDTA) containing cOmplete™ Protease Inhibitor Cocktail (Merck). Protein concentration was measured using a commercial kit (microBCA, Thermo Fisher Scientific). Samples were mixed with 5X Laemmli buffer, incubated for 15 min at room temperature and loaded on SDS-PAGE gels. After migration, proteins were transferred onto a PVDF membrane. The membrane was blocked in Tris buffered saline (TBS) containing 5% fat-free milk for 1 h. For protein immunodetection, the membrane was incubated in primary antibodies overnight at 4 °C and in secondary HRP-conjugated antibodies for 1 h at RT. All antibodies (Suppl. Table S4) were diluted in blocking buffer. The membrane was thoroughly washed in TBS + 0.1% Tween 20 between all incubation steps. The signal was detected by chemiluminescence using the Pierce ECL Plus kit (Thermo Fisher Scientific) and the Azure 300 Imager (Azure Biosystems). When needed, membranes were stripped and reprobed using the same procedure as above. Quantification was performed in FiJi. Luminescence signal from β−actin (cultured cells and liver) or the endothelial marker CD31 (brain microvessels) was used to normalize the signal from the proteins of interest.

### In situ brain perfusion to assess PGP activity

The transport of [^3^H]-Digoxin into the brains of rats was measured using the in situ brain perfusion method [22]. Briefly, rats were deeply anesthesized as indicated above and their body temperature was maintained at 37–38 °C during surgery using a heating pad. The right external carotid and occipital arteries were ligated. Then, after ligation of the common carotid artery on the heart side, the right common carotid artery was catheterized with heparin-filled polyethylene tubing (0.76 mm i.d. × 1.22 mm o.d., Folioplast). The syringe containing the perfusion fluid was placed in an infusion pump (Harvard pump PHD 2000, Harvard APparatus) and connected to the catheter. The thorax of the animal was rapidly opened, the heart was cut and the perfusion was immediately started at a flow rate of 10 mL/min. The perfusion fluid was bicarbonate-buffered physiological saline (128 mM NaCl, 24 mM NaHCO_3_, 4.2 mM KCl, 2.4 mM NaH_2_PO_4_, 1.5 mM CaCl_2_, 0.9 mM MgCl_2_ and 9 mM D-glucose). The solution was gassed with 95% O_2_ and 5% CO_2_ to obtain a pH of 7.4 and warmed to 37 °C. [^3^H]-Digoxin (0.3 µCi/mL) and [^14^C]-Sucrose (0.1 µCi/mL), as a marker of physical integrity of the BBB, were added to the perfusate. Both radiotracers were purchased from Perkin Elmer. Control experiments were performed by adding 10 µM Elacridar (cat. # SML0486, Merck), a PGP/BCRP specific inhibitor. Ethanol and DMSO did not exceed, respectively, 0.08% and 0.02% in volume in the perfusate. Perfusion was terminated after 60 s by decapitating the animal. The brain was removed and dissected on ice. The right cerebral cortex was carefully cleaned from meninges and underlying white matter and weighed. Aliquots of the perfusion fluid were also collected and weighed to determine tracers’ concentrations in the perfusate. Samples were digested in 2 mL of Solvable (Perkin Elmer) at 50 °C and mixed with 9 mL of Ultima gold XR scintillation cocktail (Perkin Elmer). Both labels were counted simultaneously in a Tri-Carb liquid scintillation counter (Perkin Elmer).

BBB transport parameters were calculated as previously described [22]. The brain vascular volume $$ {V}_{vasc}$$ (µL/g) was estimated from the tissue distribution of [^3^H]-Sucrose, which diffuses very slowly across the BBB, using the following equation:

$$ {V}_{vasc}=\frac{{X}^{*}}{{C}_{perf}^{*}}$$

where $$ {X}^{*}$$ (dpm/g) and $$ {C}_{perf}^{*}$$ (dpm/µL) are the activity of [^14^C]-Sucrose in the right brain cortex and perfusion fluid, respectively. Transport across the BBB was expressed in terms of the apparent distribution volume ($$ {V}_{brain}$$) and uptake clearance ($$ {K}_{in}$$) using the following equations:

$$ {V}_{brain}=\frac{{X}_{total}- {V}_{vasc}{C}_{perf}}{{C}_{perf}}$$

$$ {K}_{in}=\frac{{V}_{brain}}{T}$$

where $$ {X}_{total}$$ (dpm/g) is the total (vascular + parenchymal) activity of [^3^H]-Digoxin measured in the right brain cortex, $$ {C}_{perf}$$ (dpm/µL) is the measured activity of [^3^H]-Digoxin in the perfusion fluid, and T is the perfusion time (sec).

**In situ brain perfusion to assess MCT1 activity**.

The transport of [^14^C]-L-Lactate into the brain of rats was measured using the in situ brain perfusion method as described above. Each animal was perfused with [^14^C]-L-Lactate (0.1 µCi/mL) in the presence of non-labeled 0.25 mM L-Lactate during 60 s before decapitation. Previous experiments with [^14^C]-Sucrose had shown that the brain vascular volume $$ {V}_{vasc}$$ was highly constant among all animals (10.69 ± 0.98 µL/g) so that we used this measured value to calculate the uptake clearance $$ {K}_{in}$$(µL/s/g) for [^14^C]-L-Lactate as detailed above.

### Primary culture of brain endothelial cells

Four to eight rats were used for each isolation. The same procedure as described above for the preparation of brain cell suspensions was used but with the following modifications. Cortices were submitted to a single digestion step in 10 mL of DMEM (per 2 cortices) containing 10 mM HEPES, 0.4 WU/mL Liberase DL and 100 U/mL DNase I. After myelin elimination and sequential filtering on the 100 μm cell strainer and 10 μm nylon mesh, cells were counted, resuspended in culture medium and plated in multiwell plates previously coated with rat tail Collagen (0.1 mg/mL for 2 h at 37 °C). The culture medium was DMEM/F12 + Glutamax containing 20% Plasma Derived Bovine Serum (PDBS) (cat. # 60-00-850, First Link), 1% Penicillin/Streptomycin (Gibco), 80 µg/mL heparin (PanPharma) and 5 ng/mL bFGF (cat. # F0291, Merck). Cells were cultured for 4 days in the presence of 4 µg/mL puromycin (cat. # 540,411, Calbiochem) to selectively kill non-endothelial cells. Culture medium was then changed and the cells allowed to grow until confluency (1–2 days). All experiments were conducted 5–6 days following brain dissection without any cell passaging, so as to limit phenotypic drift of cultured cells.

### Non-targeted proteomic analysis of primary cultured rat CECs using LC-MS/MS

Unless otherwise specified, all solvents (Ultra LC-MS grade) were purchased from Carl Roth and all chemicals were obtained from Merck. Carboxylate-modified paramagnetic beads (Sera-Mag SpeedBeads CAT # 45,152,105,050,250 and Sera-Mag SpeedBeads cat. # 65,152,105,050,250) were purchased from GE Healthcare. The trypsin used was Trypsin Gold Mass Spectrometry Grade (cat. # V5280) from Promega.

Primary cultured rat CECs (pc-CECs) were grown to subconfluency in 6-wells plates and treated as indicated in the Results (*n* = 3 wells/condition). At the end of the experiment, cells were detached from the plate using a 5 min incubation in Ca/Mg-free PBS, pelleted and the dry pellet was immediately frozen and stored at -80 °C until further analysis.

The cell pellets were carefully resuspended in lysis buffer (50 mM HEPES, 1% SDS) containing a Protease Inhibitor Complex (Roche). The samples were incubated for 5 min at 95 °C and then sonicated at 4 °C for 15 min using a Bioruptor (Diagenode). The cell lysates were submitted to tryptic digestion using a carboxylate-modified paramagnetic bead-based SP3 protocol [23] with modifications, as previously reported [24]. The peptides obtained were eventually recovered and acidified with 0.05% final formic acid (v/v) to be injected into LC-MS/MS.

LC-MS/MS analyses were conducted on a nanoElute LC system coupled to a timsTOF Pro 2 mass spectrometer (Bruker Daltonic) using data-independent acquisition with parallel accumulation– serial fragmentation mode (DIA-PASEF) [25, 26]. Reconstituted peptides were directly injected and separated on a reversed-phase C18 column (Aurora 25 cm x 75 μm 1.6 μm, IonOpticks). The column was heated to 50 °C. Mobile phase A was 0.1% formic acid (v/v) in water, and mobile phase B was 0.1% formic acid (v/v) in ACN. Peptides were loaded onto the column at 600 bar and separated using a linear gradient at 400 nL/min from 2 to 37% mobile phase B over 38 min. Finally, the column was rinsed at 95% B resulting in a total method time of 47 min. Eluted peptides were ionized in a CaptiveSpray Source, operated in positive ESI mode, with a capillary voltage of 1600 V and a dry temperature of 180 °C. The dual trapped ion mobility (TIMS) was configured to accumulate for 100 ms and then resolve the ions in a 100 ms TIMS ramp. MS profiling data (MS1) was acquired from 100 to 1700 m/z, covering an inversed mobility range (1/K_0_) from 0.6 V.s.cm^− 2^ to 1.6 V.s.cm^− 2^. Fragmentation spectra (MS2) were acquired in 36 isolation windows of 0.21 V.s.cm^− 2^ by 25 Th (1/K_0_ x m/z), with an overlap of 1 Th, from 304 to 1169 m/z. This resulted in acquisition cycles composed of 1 MS1 PASEF frame and 12 MS2 PASEF frames within 1.37 s. The collision energy was ramped linearly as a function of the inverse mobility from 59 eV at 1/K_0_ 1.3 V.s.cm^− 2^ to 20 eV at 1/K_0_ 0.85 V.s.cm^− 2^.

The chromatograms from LC-MS/MS experiments were analyzed using DIA-NN version 1.8.1 [27] by searching in the Uniprot *Rattus norvegicus* database supplemented with a list of contaminating proteins internal to the laboratory and allowing one missed tryptic cleavage. DIA-NN was configured with N-terminal methionine excision, oxidation of methionine residues as a variable modification and carbamidomethylation of cysteine residues as a fixed modification. Match Between Runs (MBR) was used and the precursors were filtered with a 1% FDR threshold. These results were statistically processed using the MSstats package version 4.9.5 [28]. Low power, resulting from small effects due to ratio compression and few replicates (here *n* = 3), is a common feature of quantitative proteomics experiments. Hence multiple testing correction is often too blunt to detect any significant difference between groups, yielding a high proportion of false-negative results [29]. Therefore, differential expression between conditions with p-values < 0.05 were considered statistically significant based on the linear mixed model, without correction for multiple testing. The set of proteins that were both upregulated by GW0742 relative to control and downregulated by GW0742 + GSK0660 relative to GW0742 was analyzed using Kyoto Encyclopedia of Genes and Genomes to identify the corresponding enriched pathways.

### Statistical analysis

All data are presented as Mean ± SD. Statistical analysis was performed on GraphPad Prism 9.3.1. The Shapiro-Wilk test and the Brown-Forsythe test were used, respectively, to assess the normality and sphericity (equal variance across all groups) of the data. Normally distributed data were analyzed using One-way ordinary ANOVA followed by Holm-Sidak’s multiple comparisons test, when sphericity was satisfied, or Brown-Forsythe and Welch ANOVA followed by Dunnett’s multiple comparisons test, when sphericity was not satisfied. Data that were not normally distributed were analyzed using the non-parametric Kruskal-Wallis test followed by Dunn’s multiple comparisons test. For qRT-PCR, ΔCt = Ct (*gene of interest*)– Ct(*housekeeping gene*) values were used for testing. Data from in vitro experiments on primary cultured cells were obtained from 3 or 4 independent cultures and analyzed with pairing based upon the culture batch. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001.

## Results

### Fasting triggers a metabolic switch in the rats

Rats were fasted for one (F1), two (F2), or three (F3) days or fed *ad libitum* (AL). They lost an average of 4.8%, 8.1%, and 10.7% of their initial body weight following one, two, and three days of fasting respectively (Fig. 1a,b) while their liver’s relative weight was markedly decreased from fasting day one (Fig. 1c). As shown in Fig. 1d, the glycemia decreased, while the ketonemia and plasma concentration of FFAs increased during fasting, confirming that the expected metabolic switch characteristic of fasting occurred in our experimental animals. The plasma total protein concentration was unchanged in F1 and F2 but decreased by 18% in F3 rats, while the uremia was increased by 31% in F1 but returned to normal in F2 and F3 rats (Suppl. Fig. S1a). Moreover, the relative weight of the heart and several skeletal muscles was not decreased by fasting indicating the absence of significant protein catabolism in muscles (Suppl. Fig. S1b).

Altogether, these data indicate that one to three days of fasting in the adult male Wistar-Han rat is a safe procedure triggering a physiological metabolic switch as observed in the human.

**Fig. 1:**
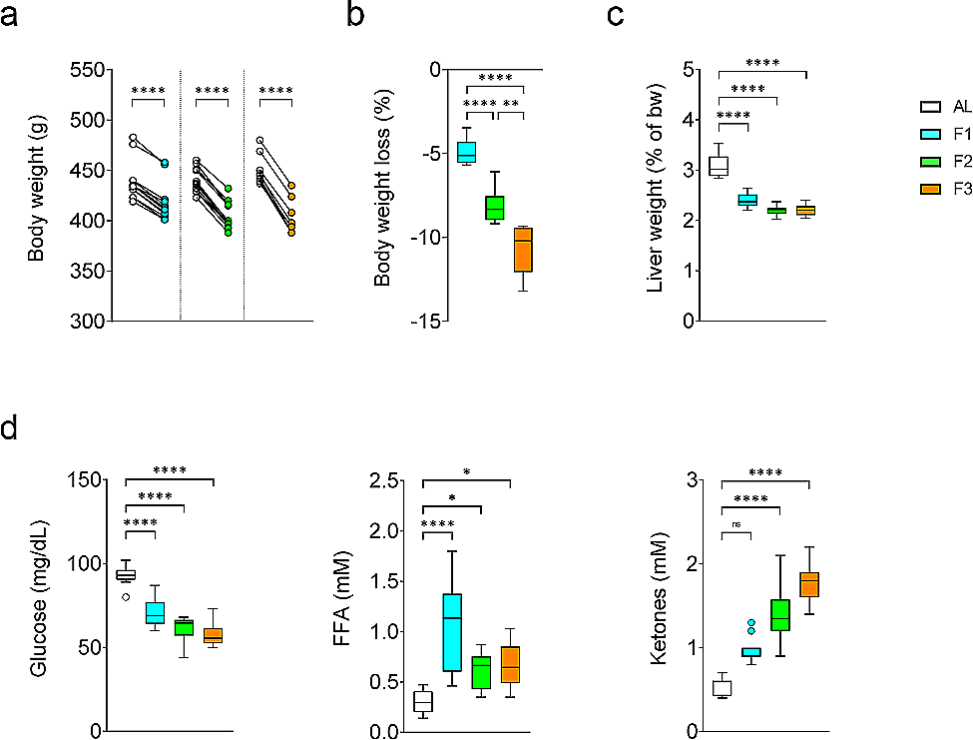
Metabolic effect of fasting. Rats were fed *ad libitum* (AL) or fasted for one day (F1), two days (F2), or three days (F3). (**a**) Body weight. Two-tailed paired t-test. (**b**) Change in body weight (%). One-way ANOVA followed by Holm-Sidak’s multiple comparisons test. (**c**) Liver relative weight (% of body weight, bw). Brown-Forsythe and Welch ANOVA followed by Dunnett’s multiple comparisons test. (**d**) Glucose, Free Fatty Acids (FFA) and Ketones plasma concentration. One-way ANOVA followed by Holm-Sidak’s multiple comparisons test for Glucose and FFA. Kruskal-Wallis followed by Dunn’s multiple comparisons test for Ketones. (**b**,**c**,**d**) Tukey boxplot (*n* = 12 rats per group)

### Fasting changes the transcriptomic profile of CEC

We have previously described a procedure for the isolation of pericytes and vascular smooth muscle cells from the rat brain using magnetic-assisted cell sorting (MACS) [30]. For the present study, this procedure was slightly modified to isolate CECs from the cortex of fed and fasted rats (Suppl. Fig. S2a). The purity of the isolated CECs was close to 99% as assessed by CD31 (an endothelial-specific marker) staining and flow cytometry analysis (Suppl. Fig. S2b). We then performed a whole transcriptome analysis using RNA-Seq (Suppl. Table S1). 

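Cerebral endothelial cells (CECs) were isolated from the cortex of rats fed ad libitum (AL rats) or fasted for 1, 2 or 3 days (F1, F2 and F3 rats), by depletion of CD11b-positive microglia and positive sorting of CD31-positive cells. The paper gives 4 rats for each isolation, with tissue from 2 cortices pooled before digestion, so that a sample is a pool of rats. Polyadenylated RNA from 3 independent experiments per group was sequenced from strand-specific libraries, which gave 12 biological samples, named here by group and by the letters i, j and k, and the files hold 4 technical replicates of each. The authors trimmed and filtered the reads, aligned them to the rat genome of Ensembl version 91, removed reads that matched the genome more than once, and deposited the number of reads that HTSeq-count assigned to the exons of each gene, without normalization. Genes that overlap on opposite strands cannot be separated with certainty, because the paper's text does not name the strand setting of the counting. Summed over technical replicates, the reads assigned to genes ranged from 20718644 to 24779719 in AL rats (median 23809336), from 23237702 to 23808952 in F1 rats (median 23736973), from 23537074 to 24277115 in F2 rats (median 23781697) and from 24027073 to 25960874 in F3 rats (median 24110929). The values here use these assigned reads, which are fewer than the reads passing the quality filter that the paper gives. Technical replicates of a sample differed by little more than the sampling noise, with a chi-square per degree of freedom of 1.00 to 1.02, whereas pairs of biological samples of a group differed with 9.75 to 51.5. The labels of technical replicate d of F1 sample k name that sample but also a fast of 2 days. It was kept with F1 rats because the paper has 3 samples per group, and its counts differed from those of the other technical replicates of the sample by no more than the sampling noise within the precision of the test (chi-square per degree of freedom 1.00, p = 0.427). Differential expression was tested on the summed counts of the 13050 genes with edgeR's quasi-likelihood test, after TMM normalization and with all 12 samples in 1 model, and genes with a Benjamini-Hochberg adjusted p-value of at most 0.05 were called differentially expressed. Normalized counts are counts scaled to the mean library size, and the Log2 fold change (LFC) is relative to AL rats unless another group is named.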

Cell purity was confirmed by the undetectable or very low expression of glial, neuronal and mural cell-specific transcripts [31] in the resulting dataset (Suppl. Fig. S2c). 

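Pecam1, which encodes CD31, had 33994 ± 2260 normalized counts (SD, n = 12 samples) and was the feature with rank 76 by abundance among the 13050. Of the 17 genes of the panel in Suppl. Fig. S2c, 3 are paired with an identifier here. The mural cell transcript Acta2 had 219 ± 73.2 normalized counts, 0.653% of Pecam1, and the microglial transcripts Ccl3 and Ccl4 had 13.5 ± 4.97 and 7.53 ± 2.76 normalized counts (SD, n = 12). The neuronal, oligodendrocyte and astrocyte genes of the panel were not analysed here. Further markers came from lists of cell markers that hold genes outside the panel. The microglial genes C1qa, C1qb and C1qc had 21.9 ± 8.05, 18.3 ± 10.3 and 15.7 ± 8.40 normalized counts, and Alas2 of red blood cells had 52.8 ± 22.9. Aldoc, from the list of astrocytes, reached 1848 ± 272, which is 5.45% of Pecam1. From the list of pericytes, Abcc9 reached 2416 ± 958, 7.21% of Pecam1, and Anpep 375 ± 145 (SD, n = 12). Across the 12 samples Abcc9 ranged from 1253 to 3975 and Anpep from 219 to 600.2 normalized counts, and this spread lay mostly within groups, since the mean of Abcc9 was 2429 ± 1040 in AL rats, 1741 ± 121 in F1 rats, 3062 ± 1124 in F2 rats and 2432 ± 1174 in F3 rats (SD, n = 3 each). Between F1 and F2 rats Anpep did not overlap, with 227 to 283 and 376 to 577 normalized counts, whereas Abcc9 did. Scaling by DESeq2's size factors or by total counts moved no mean of these marker genes by more than its SD.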

Principal Components Analysis clearly distinguished the gene expression profile of F1 and F3 rats as compared to AL rats, while the overall difference in whole genome expression was more limited between the F2 and AL groups (Fig. 2a). This suggests that the global transcriptional response of CECs to fasting is biphasic with an initial early response at day one, followed by a transient partial return to the basal state at day two and a sustained response at day three. Accordingly, we found 1243, 360, and 1875 differentially expressed genes after, respectively, one, two, and three days of fasting relative to *ad libitum* feeding (Fig. 2b-c and Suppl. Table S1). 

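In a principal components analysis of the 500 genes with the largest variance, on log2 CPM (counts scaled to a common library size) with a prior count of 2, the first component held 24.6% and the second 14.2% of the variance. On the first component, AL samples lay between -14.4 and -9.68, F2 samples between -3.57 and -0.371, F1 samples between 3.73 and 5.80, and F3 samples between 6.97 and 11.3, so that the 4 groups did not overlap. The group mean differed from that of AL rats by 17.4 in F1 rats, by 10.5 in F2 rats and by 21.5 in F3 rats (exact permutation test, two-sided, p = 0.1 each, the smallest p that 3 samples against 3 allow). On the plane of both components the distance from AL rats was 17.6 for F1 rats, 12.9 for F2 rats and 21.6 for F3 rats, against a spread of 6.56 of the samples around their group means. The use of all 13050 genes moved these distances most, to 32.4, 27.2 and 40.8, with a spread of 12.1, and F2 rats were still the nearest to AL rats. Whether the distance of F2 rats differs from that of F1 rats was not tested on this plane.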

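The change between days was tested directly in the same model. From day 1 to day 2, 186 genes differed (57 higher and 129 lower in F2 rats), and from day 2 to day 3, 775 genes differed (472 higher and 303 lower in F3 rats), while 2252 and 2871 genes had an unadjusted p-value under 0.05. In a model of only the 6 samples compared, F2 against F1 rats gave 29 genes higher and 27 lower. The 3 samples of each day did not overlap for 21.8% and 26.8% of the genes, where chance gives 10%. Among the 756 genes that differed from AL rats in the same direction at day 1 and at day 3, 677 were not called at day 2. Of these 677 genes, 116 also differed between F1 and F2 rats, 303 between F2 and F3 rats, and 110 in both tests, and for the remainder no difference between the days was shown. The count for F2 against F1 rats was not stable when 1 sample was left out. It fell to 0 without F1 sample j (1515 genes at an unadjusted p under 0.05) and to 4 without F1 sample i. Without F1 sample k it fell to 65, without F2 sample j to 117 and without F2 sample k to 48. For F3 against F2 rats it fell to 164 without F3 sample i, to 435 without F3 sample j and to 332 without F3 sample k. Such fits also lose precision, so that a lower count need not mean that the sample left out carried the difference. DESeq2's Wald test moved both counts upward most, to 616 and 1228 genes. Across the 13050 genes, which are not independent replicates, the LFC of F1 and F3 rats correlated with r = 0.752, those of F2 and F3 rats with r = 0.566 and those of F1 and F2 rats with r = 0.521. Because all share the AL samples, simulated unchanged groups gave mean correlations of 0.504, 0.508 and 0.501, with a highest value of 0.536, 0.534 and 0.532 in 20 simulations. The simulated groups all had the same spread, whereas the F2 samples were more spread than the AL samples (median SD of log2 CPM 0.150 against 0.0953). A larger spread in F2 rats lowers such a correlation, so the simulated values may be too high for the pairs with F2 rats. From the position of F2 rats nearer to AL rats than the other fasted rats, the paper proposes a biphasic response of CECs, with an early response at day 1, a partial and transient return toward the basal state at day 2 and a sustained response at day 3.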

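Of the 13050 genes tested, 856 were differentially expressed in F1 rats (505 higher and 351 lower), 112 in F2 rats (64 higher and 48 lower) and 1572 in F3 rats (819 higher and 753 lower) relative to AL rats. An unadjusted p-value under 0.05 was found for 2691, 1675 and 3388 genes, and fasted and AL samples did not overlap for 28.7%, 15.5% and 35.6% of the genes, where chance gives 10%. An LFC of at least 1 was reached by 77, 16 and 137 of the differentially expressed genes, and an LFC of at most -1 by 25, 3 and 69. In a joint test of the 4 groups 1321 genes differed. At least 1 comparison with AL rats called 1689 genes, and all 3 comparisons called 79. DESeq2's Wald test moved the count at day 2 upward most, and called 1241, 359 and 1879 genes in F1, F2 and F3 rats. A model of only the 6 samples compared moved it downward most, and called 0 genes in F2 rats (1186 at an unadjusted p under 0.05), 1058 in F1 rats and 2031 in F3 rats. The share of higher genes was 59.0% in F1 rats, 57.1% in F2 rats and 52.1% in F3 rats, but 38.7%, 46.0% and 41.0% when counts were scaled by total counts only, and 67.4% in F2 rats under upper-quartile scaling. It was 37.8% in F2 rats (45 higher and 74 lower) and 49.2% in F3 rats without AL sample i, and 77.8% in F2 rats (126 higher and 36 lower) without AL sample j, so that the prevailing direction at days 2 and 3 depends on single AL samples. The count in F1 rats fell to 388 without AL sample i, to 444 without AL sample k, to 456 without F1 sample i and to 308 without F1 sample j. In F2 rats it fell to 35 without AL sample k and to 43 without F2 sample i, and in F3 rats to 974 without AL sample i, to 792 without F3 sample i and to 961 without F3 sample k. The joint count fell to 739 without F3 sample i and to 847 without F3 sample k.

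**Figure D1:**
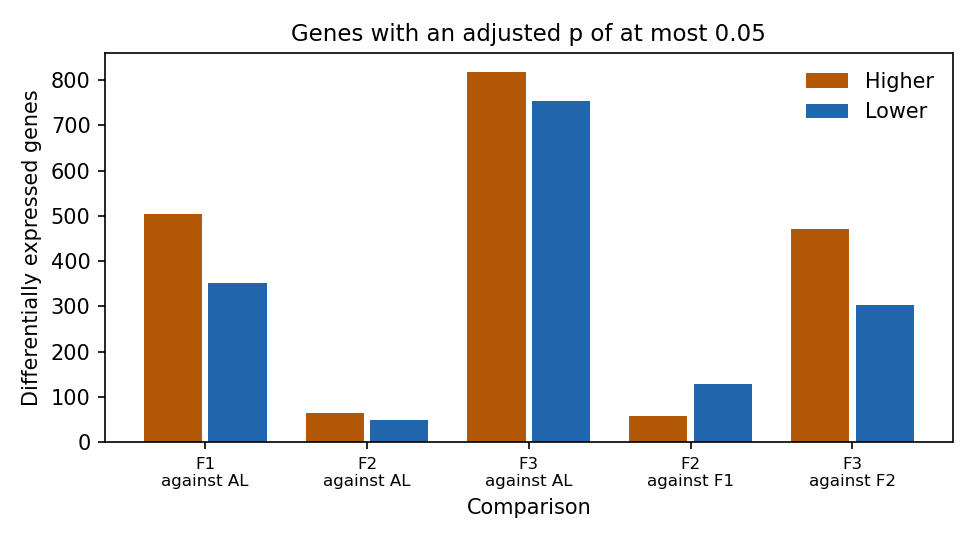
Number of genes with an adjusted p-value of at most 0.05 that were higher (orange bars) or lower (blue bars) in each comparison of 3 samples with 3, out of 13050 genes tested. The bars of F2 against AL rats, with 64 genes higher and 48 lower, are the shortest of the 3 comparisons with AL rats, and F2 against F1 rats has 57 higher and 129 lower.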

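Only the genes with a symbol here could be ranked, mostly those that come before Ccng1 in the alphabet and the transporters of Suppl. Table S2, so that larger changes among the other genes are not named. Among the differentially expressed genes with a symbol, at least 100 normalized counts on average and no overlap between fasted and AL samples, the largest rises at day 1 were those of Adamts9 (LFC 1.53, standard error 0.22, adjusted p = 0.00273 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), Akap12 (1.24, 0.21, 0.00595) and Slc1a1. At day 2 they were those of Slc16a1, Akap12 (LFC 1.08, standard error 0.21, adjusted p = 0.0390) and Bdkrb2 (1.01, 0.13, 0.00411). At day 3 they were those of Adamts9 (LFC 1.85, standard error 0.22, adjusted p = 0.000406), Baiap2 (1.31, 0.10, 1.65e-05) and Akap12 (1.26, 0.21, 0.00271). The largest falls at day 1 were those of Cacybp (LFC -0.85, standard error 0.13, adjusted p = 0.00182), Casp1 (-0.78, 0.12, 0.00211) and Arhgap20 (-0.73, 0.14, 0.00684). At day 2, Cacybp fell again (LFC -0.71, standard error 0.13, adjusted p = 0.0189), together with Anxa1 (-0.52, 0.10, 0.0297) and Arhgef15 (-0.45, 0.07, 0.00948). At day 3 the falls of Atf3 (LFC -1.18, standard error 0.34, adjusted p = 0.0462), Cacybp (-1.03, 0.13, 0.000240) and Apln (-0.96, 0.24, 0.0230) were the largest. Because genes with overlapping samples were left out, all 3 fasted samples lay on the side of the change for each of these genes. Several calls were lost when 1 sample was left out. Such a fit also loses precision, so that a lost call need not mean that the sample carried it. Akap12 at day 2 kept its call only without AL sample j, and had adjusted p-values of 0.0675 without AL sample i, 0.113 without AL sample k, and 0.135, 0.0925 and 0.100 without F2 samples i, j and k. Anxa1 lost its call without AL sample k (0.153) and F2 sample i (0.127), and Cacybp at day 2 without AL sample k (0.109) and F2 sample k (0.0529). Atf3 kept its call only without AL sample k, with adjusted p-values of 0.183 and 0.0659 without AL samples i and j and of 0.139, 0.100 and 0.0791 without F3 samples i, j and k. Apln at day 3 lost its call without AL samples j (0.0553) and k (0.0725) and without F3 samples i (0.105) and j (0.0711). In the model of only the 6 samples compared, none of the genes named for day 2 was called, and Atf3 was not called at day 3.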

Of note, at the level of individual genes, several kinetic patterns could be evidenced. For example the gene expression of *Angptl4* and *Pdk4* was upregulated at day one and day three but unchanged at day two (V-shaped profile), while the gene expression of *Slc16a1* was upregulated at all time points but maximum at day two (Λ-shaped profile).

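Angptl4 (ENSRNOG00000007545) had 10756 ± 1427 normalized counts in AL rats, 15092 ± 1272 in F1 rats, 11959 ± 239 in F2 rats and 16126 ± 1134 in F3 rats (SD, n = 3 samples each). Its LFC was 0.49 at day 1 (standard error 0.10, adjusted p = 0.0114), 0.15 at day 2 (0.10, 0.558) and 0.58 at day 3 (0.10, 0.00213), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The fall from F1 to F2 rats did not pass the threshold (LFC -0.34, standard error 0.10, adjusted p = 0.105), although it did with DESeq2's Wald test (adjusted p = 0.0357, within a range of 0.0357 to 0.391 over the alternatives), and the rise from F2 to F3 rats did (LFC 0.43, standard error 0.10, adjusted p = 0.0249). The latter call was lost without F2 sample i (adjusted p = 0.0537), F2 sample k (0.0584), F3 sample i (0.101) and F3 sample j (0.0801). Slc16a1 (ENSRNOG00000019996) had 13959.6 ± 2690 normalized counts in AL rats, 20545 ± 3258 in F1 rats, 33448 ± 2597 in F2 rats and 24130.5 ± 1592 in F3 rats (SD, n = 3 samples each). It was higher in F2 than in F1 rats (LFC 0.70, standard error 0.14, adjusted p = 0.0300), a call that was lost without F1 samples i (adjusted p = 0.0984) and j (0.166) and without F2 samples j (0.0692) and k (0.0598). From F2 to F3 rats it fell with an LFC of -0.47 (standard error 0.14, adjusted p = 0.0561), which did not pass the threshold with edgeR and did with DESeq2's Wald test (0.0145, within a range of 0.0140 to 0.200 over the alternatives). Pdk4 was not analysed here.

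**Figure D2:**
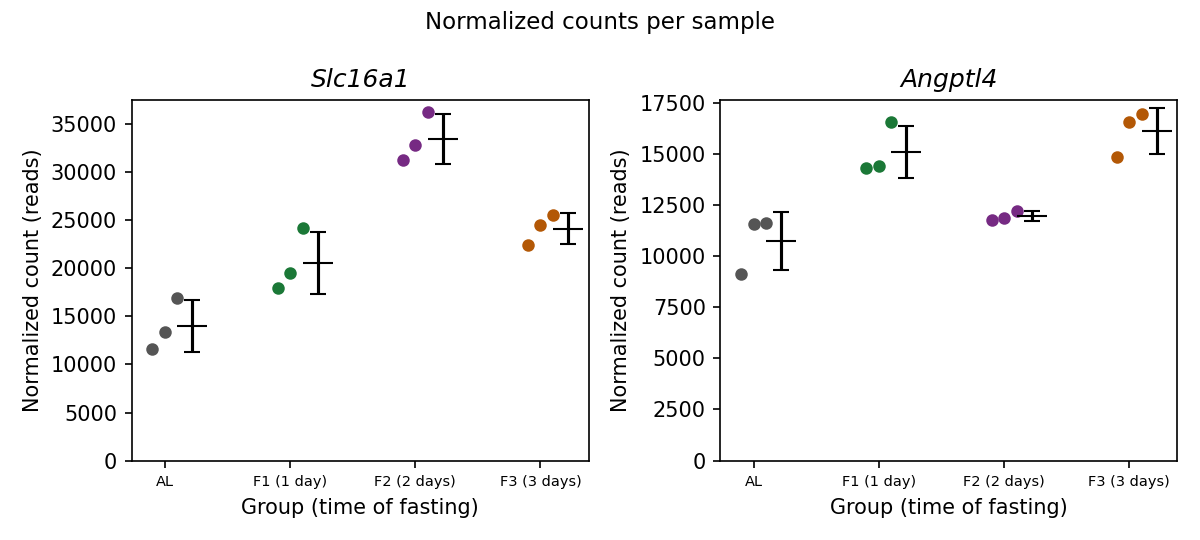
Normalized counts of Slc16a1 and Angptl4 in each of the 12 samples by group, with the mean and SD of the 3 samples. The F2 samples of Slc16a1 lie between 31221.5 and 36300.3, above all other samples, and those of Angptl4 lie between 11776 and 12230, above the AL samples (highest 11603) and below the F1 samples (lowest 14312).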

**Fig. 2:**
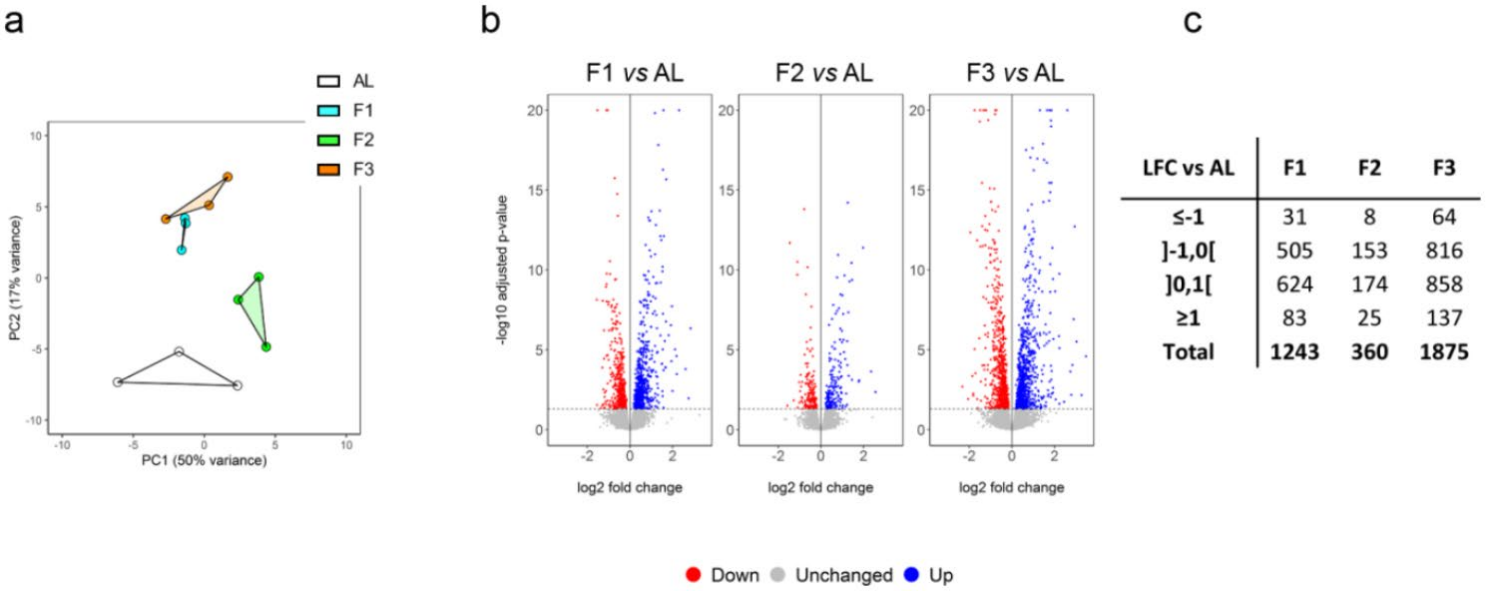
RNA-Seq analysis of MACS-purified brain endothelial cells. Rats were fed *ad libitum* (AL) or fasted for one day (F1), two days (F2), or three days (F3). (**a**) Principal Components Analysis. (**b**) Volcano plots showing differentially expressed genes (adjusted p-value ≤ 0.05) in F1, F2, or F3 vs. AL. (**c**) Number of differentially expressed genes in each group as a function of log2 fold change (LFC) vs. AL

### Fasting does not significantly impact the expression and function of the major drug efflux transporters at the BBB

The expression of several ABC-transporters is a hallmark of the brain endothelium, which supports the BBB. Among the 38 genes encoding ABC transporters that were detected in the transcriptome of the CECs, only four (*Abca3*, *Abca8a*, *Abcb9*, *Abcd1*) were differentially expressed in F1, F2, and/or F3 rats as compared to AL animals (Suppl. Table S2). 

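Among the 13050 genes tested, 38 had a symbol that starts with Abc, and 4 of them were differentially expressed relative to AL rats, 1 in F1 rats and 4 in F3 rats. The same 4 calls were made with p-values adjusted over the list alone. In F2 rats 0 were called, and 7, 6 and 10 of the 38 genes had an unadjusted p-value under 0.05 in F1, F2 and F3 rats. Abcb9 rose in F1 rats (LFC 0.67, standard error 0.15, adjusted p = 0.0170 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and in F3 rats (LFC 0.61, standard error 0.15, adjusted p = 0.0154). Abca3 fell in F3 rats (LFC -0.28, standard error 0.07, adjusted p = 0.0167). Abcc8, named after its values were seen, was called in F3 rats. It had 1 to 2 reads in AL samples and 5 to 12 reads in F3 samples, and with AL rats set to a floor of 3 counts its mean in F3 rats was at least 2.49-fold higher (adjusted p = 0.0400). Abca8a, with 37.7 ± 15.2 normalized counts in AL rats and 16.1 ± 1.07 in F1 rats (SD, n = 3), did not pass the threshold in F1 rats (LFC -1.23, standard error 0.36, adjusted p = 0.0522). It passed with DESeq2's Wald test (0.0252, within a range of 0.0252 to 0.251 over the alternatives), which also called Abca3 and Abcb9 and gave Abcc8 no adjusted p. Abca8a has close paralogs, and reads that match several of them had been removed by the authors. The number of ABC transporter genes called changed when single samples were left out, a step that itself costs precision. It was 0 without AL sample i (11 genes at an unadjusted p under 0.05), 1 without AL sample k, 1 without F3 sample i, 2 without F3 sample k and 7 without F2 sample j. Abcb9 lost its call at day 1 without AL samples i and k or F1 samples i and j (adjusted p of 0.0613, 0.0629, 0.0706 and 0.0851) and at day 3 without AL samples i and k or F3 samples i and k (0.0502, 0.0524, 0.0850 and 0.0620). Abca3 lost its call without AL sample i, F3 sample i or F3 sample k (0.0616, 0.0624 and 0.0848).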

Importantly the mRNA expression of *Abcb1a*/PGP, *Abcg2*/BCRP, and *Abcc4*/MRP4, encoding the three major drug efflux transporters at the BBB, did not change upon fasting. This was confirmed at the protein level using western-blot analysis of isolated brain cortex microvessels (Fig. 3a). Moreover, assessment of PGP activity in those animals, using the highly sensitive method of in situ brain perfusion, evidenced no change in the uptake clearance (K_in_) of the PGP substrate digoxin, while co-perfusion of the specific PGP inhibitor Elacridar increased the K_in_ value by 54% (Fig. 3b). By contrast, and as previously reported in the mouse [32], the expression of PGP was robustly increased at the protein level (Fig. 3c) and mRNA level (Fig. 3d) in the liver of F1 and F3 rats, relative to AL animals.

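Abcb1a (ENSRNOG00000008012) had 74416 ± 1501 normalized counts in AL rats, 74157 ± 1951 in F1 rats, 76717 ± 8396 in F2 rats and 74904 ± 2910 in F3 rats (SD, n = 3 samples each). Its LFC of -0.01, 0.04 and 0.01 at days 1, 2 and 3 was smaller than the standard error of 0.09, with adjusted p-values of 0.983, 0.876 and 0.964 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Its sign changed between alternatives at every day, within a range of -0.07 to 0.13. Abcb1a has a close paralog, with which the authors' removal of reads that match more than once could have lowered its count. Abcg2 (ENSRNOG00000007041) had 21876 ± 2553 normalized counts in AL rats and an LFC of 0.18 (standard error 0.12, adjusted p = 0.467) at day 1, 0.37 (0.12, 0.209) at day 2 and 0.23 (0.12, 0.266) at day 3. The 3 F2 samples lay above the 3 AL samples, with an unadjusted p of 0.00997, and over all alternatives its LFC at day 2 was between 0.27 and 0.48 with an adjusted p of at least 0.0930. Abcc4 (ENSRNOG00000010064) had 15057 ± 132 normalized counts in AL rats and an LFC of 0.08 (standard error 0.12, adjusted p = 0.783), -0.18 (0.12, 0.575) and -0.15 (0.12, 0.504) at days 1, 2 and 3, and none of the alternatives called it. With 3 samples per group, changes of the size of these standard errors cannot be told from 0.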

Altogether, these results show that fasting does not change the expression of the main drug efflux transporters or PGP activity at the BBB.

**Fig. 3:**
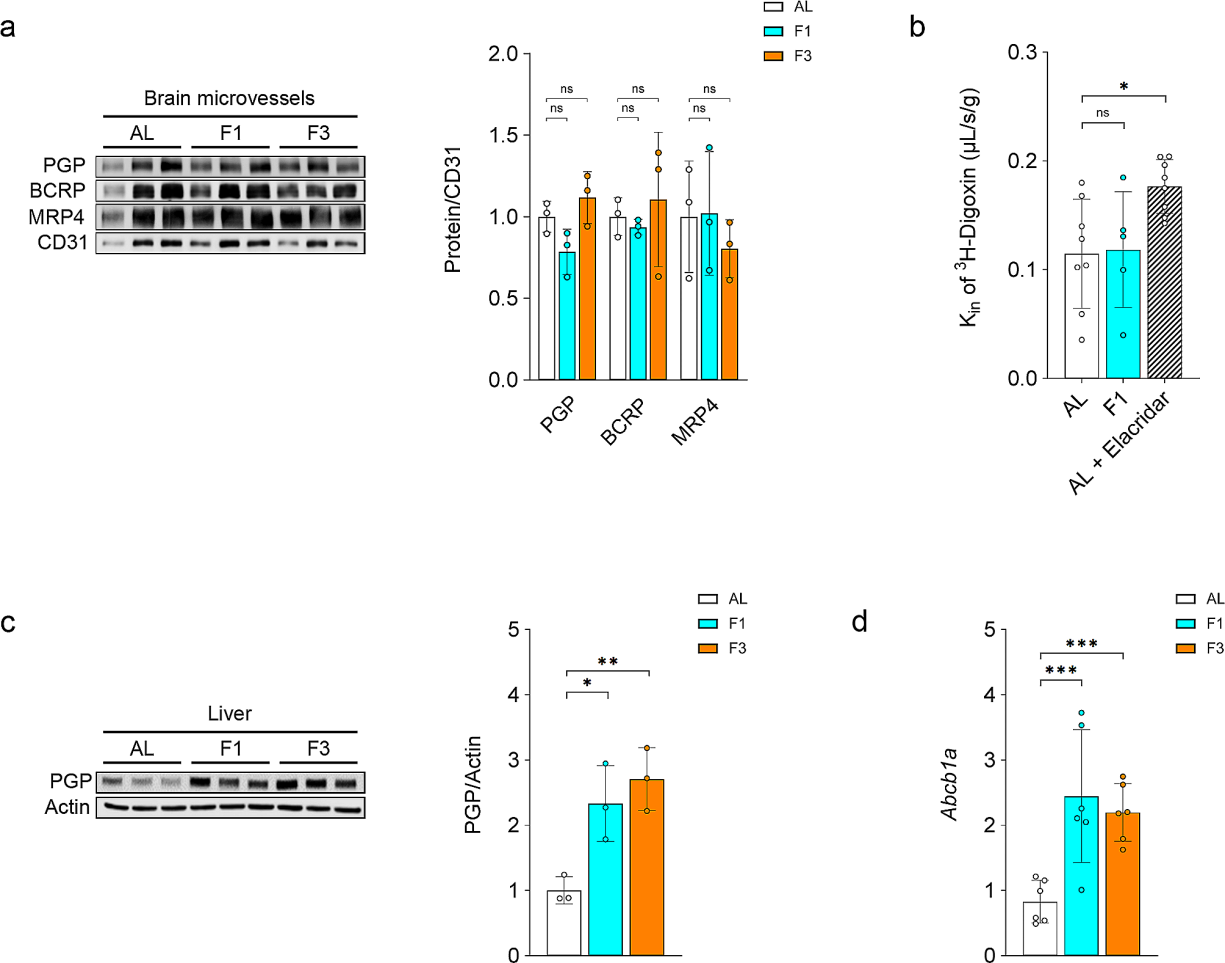
Effect of fasting on the expression of ABC transporters in brain microvessels and liver. Rats were fed *ad libitum* (AL) or fasted for one day (F1) or three days (F3). (**a**) Western-blot analysis of the expression of PGP, BCRP, and MRP4 in brain microvessels. For quantitative comparison, signals were normalized upon the signal from the endothelial-specific marker CD31. (**b**) Uptake clearance (K_in_) of the PGP specific substrate [^3^H]-Digoxin as measured by in situ brain perfusion in AL rats, F1 rats and AL rats in the presence of the PGP-specific inhibitor Elacridar as a positive control. (**c**) Western-blot analysis of the expression of PGP in the liver. For quantitative comparison, the signal was normalized upon the signal from Actin. (**d**) qRT-PCR analysis of the relative gene expression of *Abcb1a*. (**a-d**) Mean ± SD. One-way ANOVA with Holm-Sidak’s multiple comparisons test

### Fasting changes the gene expression of a specific subset of Solute Carrier (SLC) transporters at the BBB

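Suppl. Table S2 lists 49 genes whose symbols start with Slc, given by the paper as solute carrier (SLC) transporter genes, a list that the study chose on these same samples. Of these 49 genes, 41 passed the threshold here in at least 1 comparison with AL rats, with 20 in F1 rats (14 higher and 6 lower), 2 in F2 rats (both higher) and 37 in F3 rats (18 higher and 19 lower). When p-values were adjusted over the list alone, 43, 6 and 45 genes passed in F1, F2 and F3 rats and all 49 in at least 1 comparison, which is not independent evidence because of the choice of the list. Among the genes that did not pass were Slc19a1, Slc9a3r2, Slc35b4, Slc7a8, Slc27a1, Slc25a24 and Slc26a10. A stricter threshold of 0.01 for the adjusted p moved the number of genes called most, to 11. It was 20 without AL sample i, 23 without AL sample k and 24 without F3 sample i, against 49 with DESeq2's Wald test on the same genes. SLC genes outside this list were not counted here.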

Among the 228 genes encoding SLC transporters detected in the transcriptome of the CEC, 49 transcripts were differentially expressed in F1, F2, and/or F3 rats as compared to AL animals (Suppl. Table S2). These transporters included in particular transporters of energy substrates such as glucose (*Slc2a1*/GLUT1), lactate and ketone bodies (*Slc16a1*/MCT1) and glutamine (*Slc38a3*/SNAT3), transporters of precursors of essential cofactors such as thiamine (*Slc19a3*/THTR2) and riboflavine (*Slc52a2*/RFT3) and transporters of neurotransmitters such as glutamate (*Slc1a1*/EAAT3) and taurine (*Slc6a6*/TAUT). In particular, *Slc16a1* expression significantly increased after one (Log_2_FC = 0.56), two (Log_2_FC = 1.26) and three (Log_2_FC = 0.79) days of fasting.

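The glucose transporter gene Slc2a1 (ENSRNOG00000007284) had 283498 ± 25893 normalized counts in AL rats (SD, n = 3) and an LFC of 0.43 (standard error 0.09, adjusted p = 0.0109 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in F1 rats, 0.40 (0.09, 0.0503) in F2 rats and 0.52 (0.09, 0.00194) in F3 rats. Its call in F1 rats was lost without F1 sample j (adjusted p = 0.0542), and it passed the threshold in F2 rats without AL sample j (0.0293) and with DESeq2's Wald test (1.64e-05, within a range of 1.4e-05 to 0.331 over the alternatives). Slc38a3 (ENSRNOG00000016827) rose by an LFC of 0.44 (standard error 0.09, adjusted p = 0.0124) in F1 rats and 0.41 (0.09, 0.0110) in F3 rats and by 0.17 (0.09, 0.489) in F2 rats. The call of Slc38a3 was lost in F1 rats without AL sample k (0.0561), F1 sample i (0.0556) and F1 sample j (0.0613), and in F3 rats without F3 sample i (0.0673). Slc19a3 (ENSRNOG00000057256) had an LFC of 0.80 (standard error 0.21, adjusted p = 0.0452) in F1 rats, 0.30 (0.21, 0.603) in F2 rats and 1.01 (0.21, 0.0100) in F3 rats. Without any single AL or F1 sample, Slc19a3 was no longer called in F1 rats (adjusted p of 0.0720 to 0.135), while its LFC stayed between 0.76 and 0.85. The LFC of Slc52a2 (ENSRNOG00000032561) was 0.53 (standard error 0.08, adjusted p = 0.00178) in F1 rats, 0.58 (0.08, 0.00411) in F2 rats and 0.66 (0.08, 0.000193) in F3 rats, and these calls were made without each sample in turn. Only in a model of the 6 samples compared did Slc52a2 lose its call in F2 rats (0.0744, within a range of 1.3e-08 to 0.0744 over the alternatives). Slc1a1 (ENSRNOG00000014816) had an LFC of 1.18 (standard error 0.31, adjusted p = 0.0460) in F1 rats, 0.67 (0.31, 0.391) in F2 rats and 0.98 (0.31, 0.0621) in F3 rats. In F1 rats Slc1a1 was called without F1 sample j only, with adjusted p-values of 0.142, 0.0573 and 0.0633 without AL samples i, j and k and of 0.137 and 0.0818 without F1 samples i and k. Slc6a6 (ENSRNOG00000009019) had a negative LFC, of -0.52 (standard error 0.17, adjusted p = 0.0880) in F1 rats, -0.61 (0.17, 0.126) in F2 rats and -0.89 (0.17, 0.00463) in F3 rats, and the call in F3 rats was made without each sample in turn.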

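From AL rats, the LFC of Slc16a1 was 0.56 in F1 rats (standard error 0.14, adjusted p = 0.0276), 1.26 in F2 rats (0.14, 0.00203) and 0.79 in F3 rats (0.14, 0.00220), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Each of the 3 fasted samples of a day lay above each of the 3 AL samples. With 1 sample left out at a time, the LFC stayed between 0.42 and 0.72 in F1 rats, between 1.14 and 1.42 in F2 rats and between 0.67 and 0.96 in F3 rats. The call in F1 rats was lost without AL sample j (adjusted p = 0.0854), AL sample k (0.0946), F1 sample i (0.0592) and F1 sample k (0.108), and those in F2 and F3 rats were made in each of these fits. Scaling by total counts only gave an LFC of 0.49 in F1 rats (adjusted p = 0.0581), and a model of only the 6 samples compared gave 0.56 (0.0911) in F1 rats and 1.26 (0.0617) in F2 rats. Over all alternatives the adjusted p ranged from 0.00206 to 0.108 in F1 rats, from 4.51e-15 to 0.0617 in F2 rats and from 9.2e-07 to 0.0132 in F3 rats.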

Given the essential role of MCT1 to sustain brain energy supply during fasting, we decided to further investigate the molecular mechanism supporting its induction.

### In vivo fasting and in vitro exposure to fatty acids activate PPAR δ in rat brain endothelial cells

*Slc16a1* has been previously reported as a PPAR α target gene in the liver [33]. Moreover, the rise in circulating FFAs and the subsequent activation of the PPAR family of transcription factors are a hallmark of fasting [15, 34]. Our RNA-Seq analysis revealed that *Ppard* (18,002 reads) is by far the most highly expressed isoform in freshly isolated CECs as compared to *Ppara* (7 reads) and *Pparg* (2 reads) (Fig. 4a). This was confirmed by qRT-PCR which additionally showed that *Ppard* mRNA expression was about eight times higher in CECs than in the whole cortex, indicating a selective enrichment in brain ECs as compared to neuronal and glial cells (Fig. 4b). 

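Among the genes with an identifier here, Angptl4 was counted with 9909 to 11579 reads per sample in AL rats, 14127 to 15776 in F1 rats, 11761 to 12358 in F2 rats and 14960 to 17872 in F3 rats. With 1 sample left out at a time, its LFC relative to AL rats stayed between 0.39 and 0.55 at day 1, between 0.05 and 0.21 at day 2 and between 0.49 and 0.65 at day 3. Without F1 sample j the LFC at day 1 was 0.42 and no longer passed the threshold (adjusted p = 0.0692 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, within a range of 0.000124 to 0.0692 over the alternatives). At day 3 the call was made in each of these fits, with an adjusted p of at most 0.0127. The PPAR isoforms were not analysed here.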

Lastly, the mRNA expression of *Ppard* and several typical PPAR target genes including *Cpt1a*, *Angptl4* and *Pdk4* was increased by fasting in CECs, while *Ppara* and *Pparg* transcripts abundance remained unaffected (Fig. 4a-b), suggesting that PPAR δ is selectively activated in CECs during fasting.

**Fig. 4:**
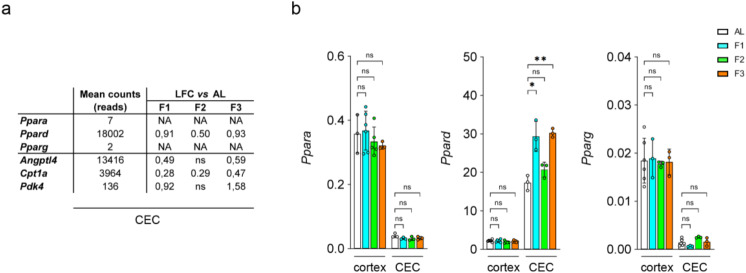
Effect of fasting on PPAR isoforms and target genes in CECs and whole cortex. Rats were fed *ad libitum* (AL) or fasted for one day (F1), two days (F2), or three days (F3). (**a**) Mean counts and Log2 fold change (LFC) relative to AL rats for selected transcripts (ns: not significantly different from AL, NA: LFC cannot be calculated because of too low expression). These figures were extracted from the whole RNA-Seq dataset presented in Suppl. Table S1. (**b**) Measurement of the abundance of *Ppara*, *Ppard* and *Pparg* transcripts in MACS-isolated rat CECs and whole cortex by qRT-PCR. Mean ± SD. One-way ANOVA with Holm-Sidak’s multiple comparisons test

To directly assess the functionality of PPAR δ in the brain endothelium, we first treated primary cultured rat CECs (pc-CECs) with selective pharmacological agonists of PPAR α (fenofibrate), PPAR δ (GW501516), and PPAR γ (rosiglitazone) and measured the expression of *Angptl4* and *Cpt1a* 48 h later. As shown in Fig. 5a, the gene expression of *Angptl4* and *Cpt1a* was dose-dependently increased by GW501516 but neither by 20 µM fenofibrate nor 1 µM rosiglitazone. Kinetic analysis using GW0742, another PPAR δ selective agonist, showed that this induction was already maximal after six hours of exposure (Fig. 5b). Moreover, the effects of GW501516 and GW0742 were blocked by the specific PPAR δ antagonist GSK0660.

FFAs are natural dietary PPAR ligands whose concentration rises in the blood during fasting. Their physiological plasma concentration in both human and rodents is in the range of a few hundred µM. Treatment of pc-CECs with 200 µM palmitate or oleate increased the expression of *Angptl4* and *Cpt1a*, an effect almost completely reversed by GSK0660 but not by the specific PPAR α antagonist GW6471 (Fig. 5c).

To further confirm that the PPAR δ pathway is active in brain endothelial cells, we exposed pc-CECs to GW0742 in the presence or absence of GSK0660 for 48 h and analyzed the cell lysate using non-targeted quantitative proteomics (*n* = 3). Among the 3367 proteins detected, 60 proteins, including CPT1A and MCT1 (annotated as MOT1 in Uniprot), were both upregulated by GW0742 relative to control and downregulated by GSK0660 relative to GW0742 and therefore considered as specifically upregulated by PPAR δ (Fig. 5d and Suppl. Table S3). Interestingly, KEGG analysis of these 60 proteins identified “PPAR signaling pathways”, “Fatty acid degradation” and “Fatty acid metabolism” as significantly enriched pathways (Fig. 5e). Moreover, several enzymes involved in lipid catabolism such as ACADL, ACADS, CPT1A, CPT2, MGLL or LIPS were found upregulated both at the protein level upon GW0742 exposure in vitro (Fig. 5d) and at the transcript level upon fasting in vivo (Suppl. Table S1).

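Of the genes encoding these enzymes, Acadl and Acads were analysed here in the CECs of fasted rats. Acadl (ENSRNOG00000012966) had 1005 ± 55.9 normalized counts in AL rats (SD, n = 3) and an LFC of 0.12 (standard error 0.08, adjusted p = 0.464) at day 1, 0.25 (0.08, 0.190) at day 2 and 0.34 (0.08, 0.0146) at day 3, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The call at day 3 was lost without AL sample i (adjusted p = 0.0574) and without F3 sample i (0.0655). Acads (ENSRNOG00000001177) had 512 ± 35.9 normalized counts in AL rats (SD, n = 3). Its LFC of 0.38 (standard error 0.12, adjusted p = 0.0667) at day 1, 0.45 (0.12, 0.100) at day 2 and 0.29 (0.12, 0.134) at day 3 did not pass the threshold, although each fasted sample lay above each AL sample. DESeq2's Wald test called Acads at day 1 (adjusted p = 0.0332, within a range of 0.0331 to 0.270 over the alternatives) and at day 2 (0.0204, within a range of 0.0204 to 0.328), and a model of only the 6 samples compared called it at day 3 (0.0486, within a range of 0.0486 to 0.322).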

Altogether, the results obtained in freshly isolated and primary cultured CECs show that fasting triggers the selective activation of PPAR δ in rat brain endothelial cells, possibly due to the rise in circulating FFAs.

**Fig. 5:**
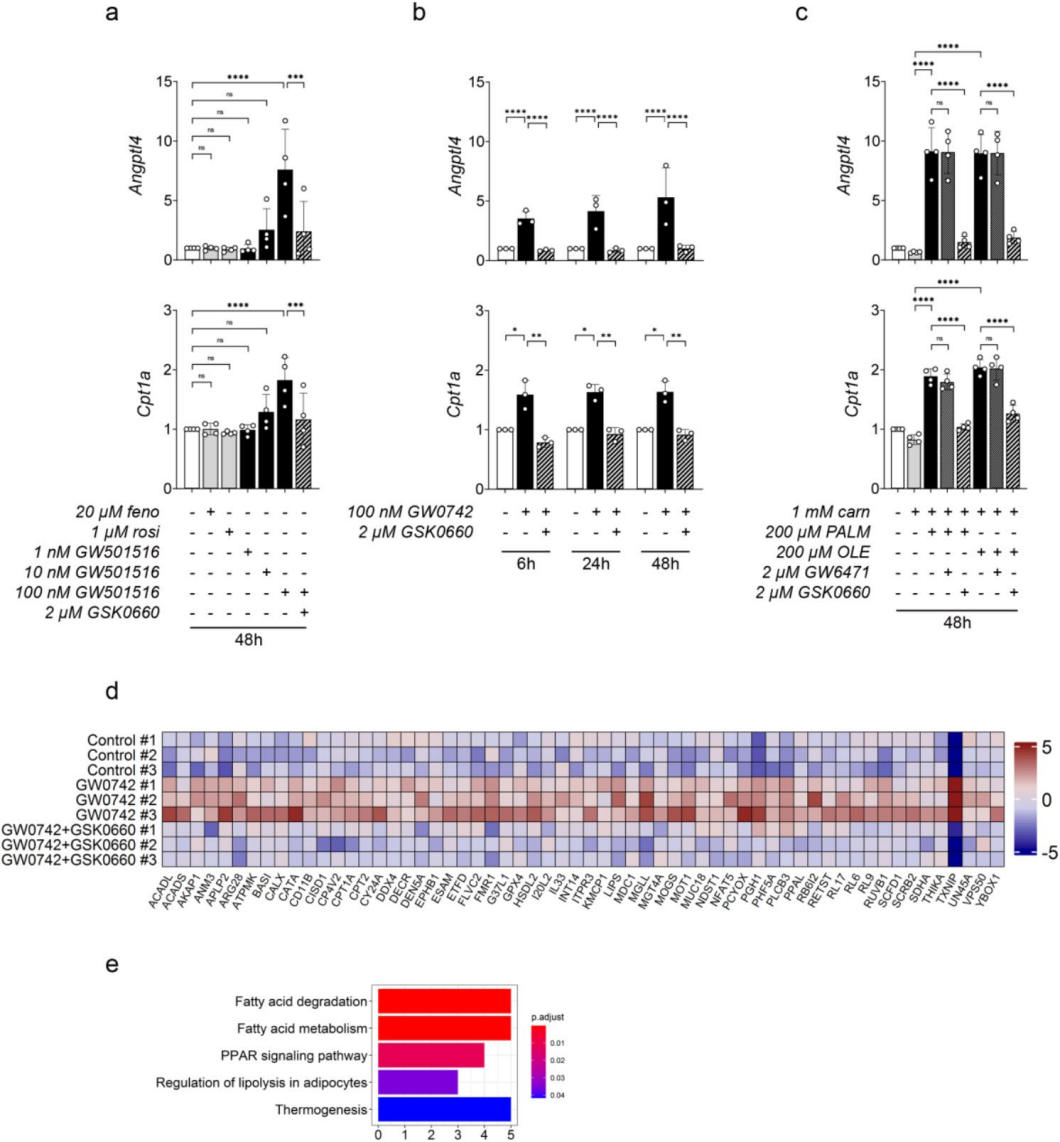
Effect of PPAR activation in primary cultured rat CECs. (**a-c**) qRT-PCR analysis of *Angptl4* and *Cpt1a* gene expression. (**a,b**) Cells were treated as indicated with synthetic agonists selective for PPAR α (fenofibrate, feno), PPAR δ (GW501516, GW0742), or PPAR γ (rosiglitazone, rosi) and synthetic antagonists selective for PPAR α (GW6471) or PPAR δ (GSK0660). (**c**) Cells were treated as indicated with palmitate (PALM) or oleate (OLE) in the presence of L-carnitine (carn). (**a-c**) Data are presented as fold increase to the control. Mean ± SD. One-way ANOVA with Holm-Sidak’s multiple comparisons test. (**d**) Non-targeted quantitative proteomics of CECs treated for 48 h with 100 nM GW0742 ± 2 µM GSK0660 or left untreated (Control) (*n* = 3). Heatmap of the standard deviations from mean protein intensities for the 60 proteins simultaneously upregulated in GW0742 vs. Control and downregulated in GW0742 + GSK0660 vs. GW0742 (p value ≤ 0.05). Note that MOT1 is the official name of MCT1 in the UniProt database. (**e**) KEGG enriched pathways in the proteins shown in d. (**a**-**e**) Culture medium contained 0.38% BSA in all conditions including control

### PPAR δ activation increases *Slc16a1*/MCT1 expression in rat brain endothelial cells in vitro

We then asked whether the expression of *Slc16a1*/MCT1 expression was under the control of PPAR δ in pc-CECs. Fenofibrate, rosiglitazone, and GW501516 were unable to increase the gene expression of *Slc16a1* (Fig. 6a). However, this gene was modestly (+ 21–27%) but significantly upregulated by GW0742, an effect abrogated by the specific PPAR δ antagonist GSK0660 (Fig. 6b). Moreover, stimulation of pc-CECs with palmitate or oleate at physiological concentrations (200–400µM) significantly increased the expression of *Slc16a1*/MCT1 both at the gene level (Fig. 6c) and the protein level (Fig. 6d). According to the above results, *Slc16a1* induction was unsensitive to the PPAR α inhibitor GW6471, but reversed by the PPAR δ antagonist GSK0660 (Fig. 6c).

Besides a rise in plasma FFAs, fasting is accompanied by a drop in glycemia and a rise in ketonemia. In our rats, the mean glycemia was 3.8 mM and 3.3 mM, respectively, after one and three days of fasting, while the ketonemia reached a maximum of about 2 mM after three days of fasting (Fig. 1c). In vitro, the gene expression of *Slc16a1* was not increased when the glucose concentration of the medium was changed from 5 mM (mimicking normoglycemia) to 2.5 mM but increased when glucose concentration was further decreased to 1.25 mM (Fig. 6e, right graph, open bars). When pc-CECs were cultured for 48 h in the presence of 5 mM glucose (normoglycemia) plus 5, 10, or 20 mM BHB, the gene expression of *Slc16a1* was slightly increased (Fig. 6e, left graph, closed bars). However, in the presence of 2.5 mM glucose, which better mimicks the hypoglycemia which occurs during fasting in vivo, 5 to 20 mM of BHB did not change the gene expression of *Slc16a1* (Fig. 6e, right graph, closed bars).

Altogether, these results show that the selective activation of PPAR δ by FFAs, but neither low glucose, nor high ketones, at least in conditions mimicking a physiological fasting, are able to increase the expression of *Slc16a1*/MCT1 in rat brain endothelial cells in vitro.

**Fig. 6:**
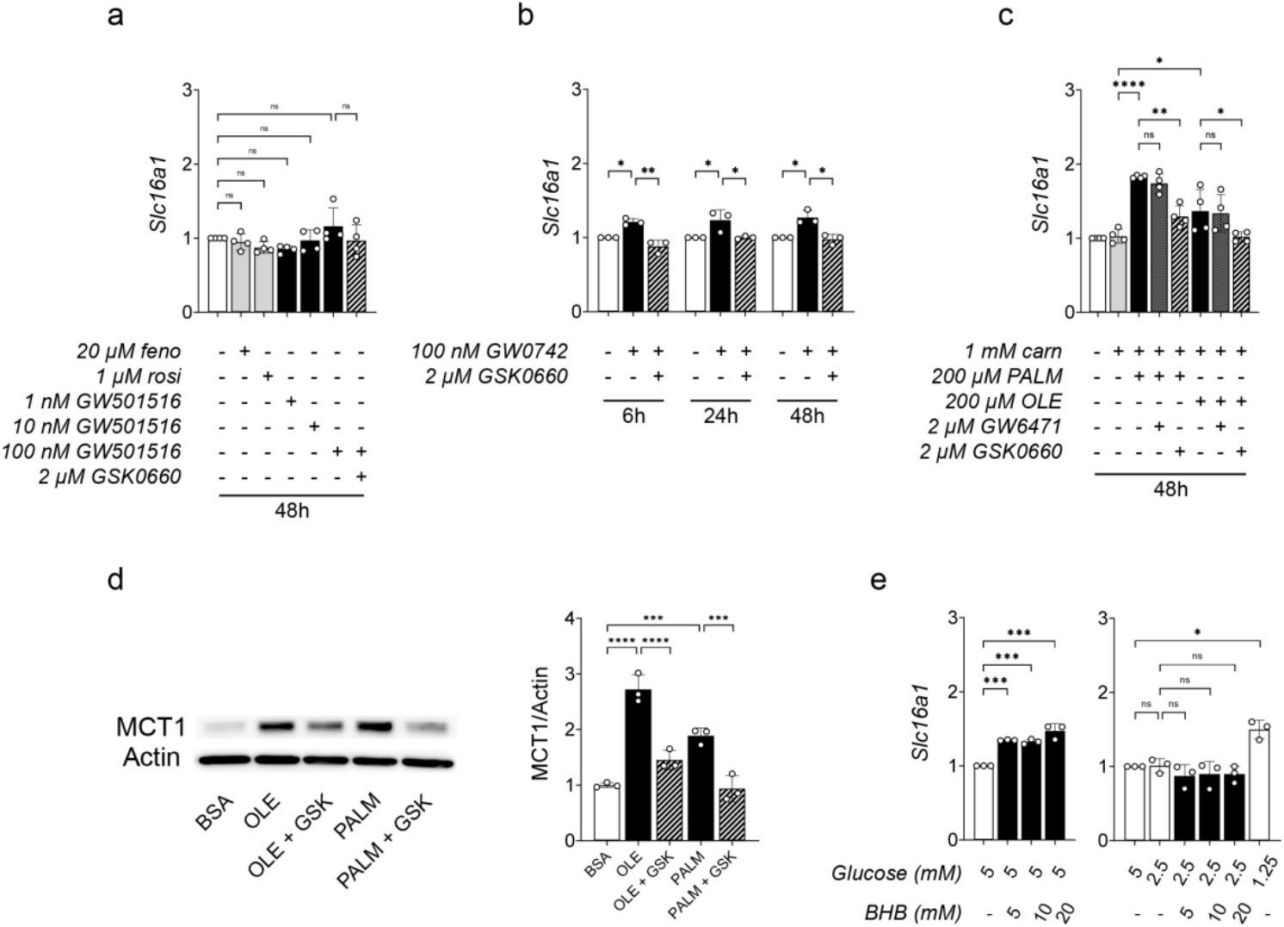
Effect of PPAR activation upon the expression of *Slc16a1*/MCT1 in primary cultured rat CECs. (**a-c**) qRT-PCR analysis of the gene expression of *Slc16a1*. (**a,b**) Cells were treated as indicated with synthetic agonists selective for PPAR α (fenofibrate, feno), PPAR δ (GW501516, GW0742), or PPAR γ (rosiglitazone, rosi) and synthetic antagonists selective for PPAR α (GW6471) or PPAR δ (GSK0660). (**c**) Cells were treated as indicated with palmitate (PALM) or oleate (OLE) in the presence of L-carnitine (carn). (**d**) Western-blot analysis of the relative expression of MCT1 in cells treated with 400 µM Oleate or 400 µM Palmitate ± 2 µM GSK0660 (GSK) for 48 h. For quantitative comparison, the signal was normalized upon the signal from Actin. (**e**) qRT-PCR analysis of CECs cultured with various concentrations of Glucose and β-hydroxybutyrate (BHB) for 48 h. The culture medium contained 0.38% BSA in all conditions including control (except in **e**). (**a-e**) Mean ± SD (fold increase to the control). One-way ANOVA with Holm-Sidak’s multiple comparisons test

### Fasting increases MCT1 protein expression at the BBB via PPAR δ in vivo

The above results led us to hypothesize that the activation of PPAR δ might be responsible for the induction of *Slc16a1*/MCT1 in CECs during fasting. To directly test this hypothesis, rats were dosed with the specific PPAR δ antagonist GSK3787 (2 mg/kg i.p. every 12 h) while fasting. This antagonist was preferred over the one used in vitro (GSK0660) because it shows a more favorable bioavailability due to higher plasma maximal concentration and half-time in vivo [35]. For this experiment, rats were fasted for two days because the gene induction of *Slc16a1* was maximal at this time point. The gene expression of *Angptl4* was increased by seven-fold in the soleus muscle of the fasted rat as compared to fed rats and this increase was partially reversed by GSK3787 treatment, showing that we could effectively inhibit PPAR δ in vivo, at least partly (Fig. 7a). As shown in Fig. 7b, the protein expression of MCT1 doubled in the brain microvessels of rats fasted for two days as compared to rats fed *ad libitum* and GSK3787 administration almost completely blocked this induction. Morever, GSK3787 also reduced the basal expression of MCT1 in fed rats, suggesting that the PPAR δ signalization pathway is not only activated by fasting but also basally active. Finally, we asked whether the fasting-induced increase of MCT1 in the brain endothelium was accompanied by an increase in the uptake of its substrates at the BBB by measuring the uptake clearance (K_in_) of [^14^C]-L-Lactate using in situ brain perfusion. As shown in Fig. 7c, fasting significantly increased the K_in_ of [^14^C]-L-Lactate by 23%. In line with MCT1 expression results obtained by western-blot, the K_in_ value was decreased by GSK3787 administration although without reaching statistical significance between the F2 and F2 + GSK groups.

Altogether, the results obtained both in vitro and in vivo strongly suggest that the increase in the expression of *Slc16a1*/MCT1 in rat brain endothelial cells during fasting is the consequence of PPAR δ activation in these cells.

**Fig. 7:**
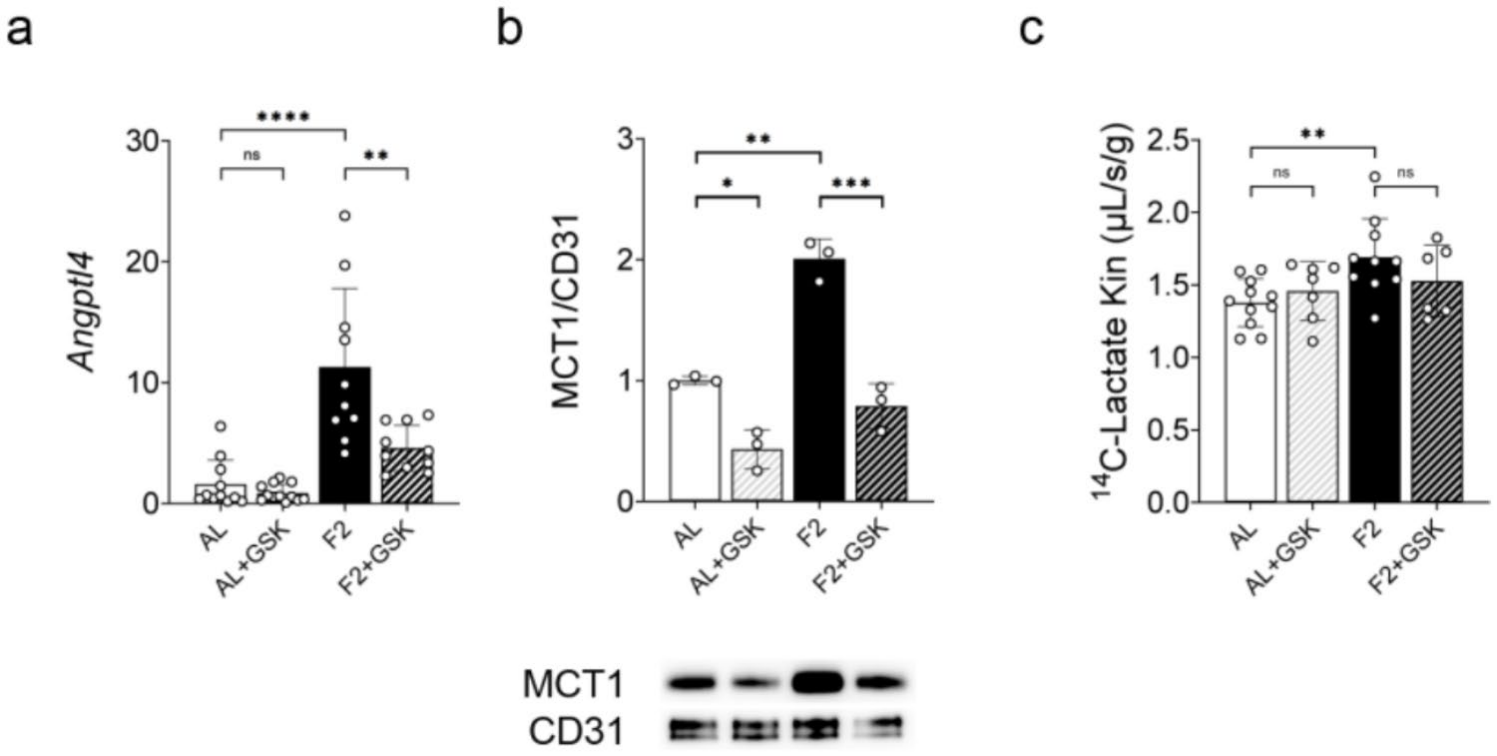
Fasting increases MCT1 expression and activity in vivo. Rats were fasted for two days (F2) or fed *ad libitum* (AL) and dosed concomitantly with GSK3787 (GSK) (2 mg/kg i.p. every 12 h) or vehicle. (**a**) qRT-PCR analysis of *Angptl4* relative gene expression in soleus muscle. Mean ± SD. Brown-Forsythe and Welch ANOVA followed by Dunnett’s multiple comparison tests. (**b**) Western-blot analysis of the relative protein expression of MCT1 in brain microvessels. For quantitative comparison, signals were normalized upon the signal from the endothelial-specific marker CD31. Mean ± SD. One-way ANOVA with Holm-Sidak’s multiple comparisons test. (**c**) Uptake clearance of [^14^C]-Lactate measured by brain in situ perfusion. Mean ± SD. One-way ANOVA with Holm-Sidak’s multiple comparisons test

## Discussion

To our knowledge, the present study is the first to examine the global effect of fasting upon the brain endothelial cells which support the BBB. Its main result is the demonstration that fasting triggers an adaptive response of the brain endothelium involving PPAR δ activation and upregulation of MCT1.

Importantly, the rats adapted to fasting in a way similar to the human including a decrease in body weight, lowered glycemia, higher plasma concentration of free fatty acids and increased ketonemia, without showing any sign of muscle catabolism or denutrition. Moreover, the change in body weight after a three days fasting (-10.7%) was similar to the one observed in the healthy non-obese human following a 10 days fasting (-9.8%), a result consistent with the fact that rodents have a 4–7 fold higher basal metabolic rate per kg than human [36]. This suggests that our animal model and experimental design are well suited to explore the adaptation mechanisms that take place in the human subjected to a 1–10 days therapeutic fasting although interspecies differences are likely to exist.

Information about the expression and physiological function of PPARs at the BBB, and in particular in CECs, is limited. Several studies have reported PPAR α activation by pharmacological agonists such as fibrates in CECs and rodent brain microvessels both in vitro and in vivo [12, 37–39]. PPAR γ activation in CECs has been reported to dampen inflammation [40–45], although it should be noticed that most of these studies used PPAR γ agonists, such as rosiglitazone and pioglitazone, at concentrations which might also activate other PPAR isoforms [46]. PPAR δ has been established as a key nuclear receptor for peripheral vascular physiology through its action on endothelial and vascular smooth muscle cells [47]. In the brain, it is broadly expressed in various cell types [31, 48, 49] and it can dampen oxidative stress and neuroinflammation [50]. However, the contribution of the brain endothelium to these effects is poorly documented. By inhibiting the expression of miR-15a, endothelial PPAR δ mitigates apoptosis and cerebrovascular dysfunction following in vitro oxygen-glucose deprivation. Accordingly, intra-cerebroventricular infusion of GW501516 in mice subjected to ischemic brain injury reduced caspase-3 activation and DNA fragmentation in isolated brain microvessels and decreased the infarct size and extent of BBB disruption [51]. In another study, prostacyclin and its clinically approved analog iloprost activated PPAR δ in CECs, resulting in the augmented production of the neuroprotective soluble amyloid precursor protein sAPPα [52]. Of note, all these studies used pharmacological PPAR activation and whether these nuclear receptors play a role in the cerebrovascular system in physiological situations such as fasting was not addressed.

Our transcriptomic profiling of freshly isolated CECs from fed vs. fasted rats revealed that *Ppard* and several typical PPAR target genes (such as *Angptl4*, *Cpt1a*, *Hmgcs2, Mlycd*, *Pdk4*) are upregulated during fasting, while the expression of *Ppara* and *Pparg* is left unchanged, suggesting that PPAR δ is selectively activated in rat CECs during fasting. Moreover, in agreement with several transcriptomic studies using RT-PCR or bulk and single cell-RNA-Seq in the rodent brain [31, 48, 49, 53], *Ppard* is by far the most highly expressed isoform in CECs relative to *Ppara* and *Pparg*, while *Ppard* transcripts are highly enriched in purified CECs relative to whole cortex. Together, these data point to a specific function of PPAR δ in the cerebrovascular system, which was confirmed in vitro using pc-CECs.

In pc-CECs, PPAR δ specific pharmacological agonists strongly induced typical PPAR target genes (*Angptl4*, *Cpt1a*), whereas specific agonists of PPAR α and PPAR γ were ineffective. Moreover, the natural PPAR ligands palmitate and oleate, whose concentration rises in the plasma during fasting, also increased *Angptl4* and *Cpt1a* mRNA expression and their effects were completely blocked by GSK0660 (a specific PPAR δ antagonist) but not GW6471 (a specific PPAR α antagonist). Control experiments with the widely used PPAR γ antagonist GW9662 were not performed because this synthetic compound is known to have off-targets effects, including antagonist or agonist activity upon PPAR δ [54]. However, *Pparg* transcripts are detected at such a low level in brain endothelial cells that the transcriptional effects of fatty acids are unlikely to be driven by PPAR γ activation, as confirmed by the absence of detectable effect of rosiglitazone.

Interestingly, these results are similar with the ones obtained in the skeletal muscle where PPAR δ is also the most highly expressed isoform. In addition, while the expression of target genes such as *Angptl4* and *Cpt1a* are under the control of PPAR α in the liver, they are also exclusively regulated by PPAR δ in the muscle [55, 56]. In this organ, PPAR δ is pivotal in the metabolic adaptation to physiological situations such as fasting and exercise, in particular by stimulating fatty acids uptake and catabolism, while inhibiting glucose utilization [16]. In the present study, using a non-targeted proteomic approach, we demonstrate that PPAR δ activation selectively upregulates 60 proteins in primary cultured rat CECs, including several enzymes involved in the catabolism of lipids such as ACADL, ACADS, CPT1A, CPT2, MGLL and LIPS. Moreover, the expression of these six proteins was also found upregulated at the transcript level in rat brain CECs following fasting. Although it remains to be thoroughly investigated, it is tempting to speculate that, during fasting, cerebral endothelial cells increase their use of fatty acids as an energy nutrient, possibly to spare glucose for the brain parenchyma.

None of the PPAR target genes *Angptl4*, *Cpt1a*, and *Hmgcs2* (not shown) was upregulated by 20 µM fenofibrate in primary cultures of rat CECs. This does not rule out the possibility that higher concentration of fenofibrate or other PPAR α pharmacological agonists might be effective, as previously reported in brain endothelial cells and rodent brain microvessels both in vitro and in vivo [12, 37–39]. However, our results suggest that, relative to PPAR δ, PPAR α likely plays a minor role in the brain endothelium in physiological situations, as demonstrated here in fasting. As previously reported [31, 48, 49, 53], we confirm here that *Pparg* transcripts are barely detectable in brain endothelial cells and that PPAR target genes are not induced by rosiglitazone at pharmacologically active concentration (1 µM). This is in striking contrast with some studies which reported that PPAR γ activation might have anti-inflammatory action in brain endothelial cells [40–45]. Of note, very high concentrations (5–10 µM) of PPAR γ agonists, such as rosiglitazone and pioglitazone, were often used in these studies [40–43], although such concentrations are known to also engage PPAR α and PPAR δ [46]. It is thus difficult to unambiguously ascribe the observed effects to specific PPAR γ activation. However, since most of these studies have examined PPAR γ signaling in the context of inflammation [40, 41, 43–45], it remains possible that PPAR γ, while not expressed in quiescent or unstimulated endothelial cells, becomes upregulated in inflamed cells. This deserves further investigation.

The transporter of ketone bodies *Slc16a1*/MCT1 plays an essential role at the BBB as exemplified by the severe neurological picture observed in human patients suffering from inherited MCT1 deficiency [57]. When plasma glucose is low, as in the neonatal and suckling periods, during fasting, or when the diet is very low in carbohydrates (ketogenic diet), MCT1 fulfills an essential function by allowing alternate energy nutrients, such as lactate and ketones, to enter the brain and sustain neuronal activity [13, 58, 59]. In addition, MCT1 is able to facilitate the cerebral entry of several drugs including valproate, salicylate or the drug candidate 3-bromopyruvate [60, 61]. Several transcription factors, including PPAR α, are known to participate in the regulation of MCT1 in peripheral organs, such as the liver [33, 62, 63]. In the rat brain endothelial cell line RBE4, exposure to cAMP or activation of the canonical Wnt/b-catenin pathway increase MCT1 expression and activity by modulating its intracellular trafficking [64–66]. However, whether other signaling pathways are involved in MCT1 regulation at the BBB remained unknown.

Our present findings show that PPAR δ activation is responsible for the upregulation of *Slc16a1*/MCT1 in CECs of the fasted rat. First, physiological concentration of palmitate and oleate, the two most abundant FFAs in the plasma, increased MCT1 at the transcript and protein level in primary cultured rat CECs and this induction was reversed by PPAR δ, but not PPAR α, selective antagonists. Second, the gene expression of *Slc16a1* was unchanged following exposure to PPAR α and PPAR γ agonists but increased upon treatment with the PPAR δ agonist GW0742, an effect which was blocked by the specific PPAR δ antagonist GSK0660. Moreover GW0742 also upregulated MCT1 expression in a GSK0660-sensitive manner as demonstrated by non-targeted proteomics. Finally, according to our in vitro findings, MCT1 was upregulated in the brain microvessels of fasted rats and this effect was completely reversed when rats were dosed with the specific PPAR δ antagonist GSK3787 while fasting. MCT1 upregulation in the fasted rats was also associated with an increase in the brain uptake clearance of [^14^C]-L-Lactate and this increase was reduced by treatment with the PPAR δ specific antagonist GSK3787 (although without reaching statistical significance). Of note, the observed increase in the K_in_ value for [^14^C]-L-Lactate, albeit significant, was rather small (+ 27%) as compared to the almost doubling (+ 101%) in MCT1 protein expression. One hypothesis to explain such a difference might be that only a fraction of the upregulated transporter is localized and functional at the luminal plasma membrane. Another possibility is that the lactate uptake clearance might be decreased by an outward flux from the highly glycolytic endothelial cells. Altogether these results confirm that the fasting-induced upregulation of MCT1 in the rat cerebrovascular system is mediated by PPAR δ.

Although the above results strongly support that *Slc16a1* is under the transcriptional control of PPAR δ in rat CECs, we observed that, contrary to GW0742 and free fatty acids, the other specific PPAR δ synthetic agonist GW501516 was unable to upregulate the gene expression of *Slc16a1 in vitro*. We hypothesize that these seemingly discrepant results might be related to the fact that distinct ligands can trigger distinct conformational changes of PPAR δ and thus binding of distinct cofactors, resulting in complexes with distinct transcriptional activities. Although it remains to be studied in details for PPAR δ, this concept has been demonstrated for PPAR α and PPAR γ and underlies the development of promising selective peroxisome proliferator-activated receptor modulators (SPPARMs) [67, 68].

There is only one report of the effect of fasting upon MCT1 expression in brain cortex microvessels [13]. In this study, no change in the expression of MCT1 could be detected by western-blot which stands in contradiction with our results. We have no definite explanation for this discrepancy but it might stem from differences in the metabolic switch in the experimental animals used. In particular, although we both report a drop in glycemia and a rise in ketonemia after a 48 h fasting, the plasma FFAs concentration did not change in the above-cited study (performed in male Fisher rats) while it significantly doubled from 0.3 ± 0.1 mM to 0.6 ± 0.2 mM in the present study (performed in male Wistar-Han rats). This might be relevant in light of the role that circulating FFAs might play in the induction of MCT1 through PPAR δ activation. Moreover a rise in plasma FFAs concentration is a characteristic feature of the physiological adaptation of healthy humans to fasting [69, 70] suggesting that Wistar-Han rats might be a better animal model than Fisher rats in these experiments.

Besides our findings that fasting upregulates MCT1 via PPAR δ activation in CECs, the present study also yields unprecedented information regarding the impact of fasting on the transcriptional profile of brain endothelial cells, in particular their specific repertoire of ABC and SLC transporters, a hallmark of the BBB.

The blood-to-brain transport of most drugs is highly dependent on the endothelial expression and activity of ABC transporters, which mediate their unidirectional efflux, and SLC transporters, which can facilitate bidirectional transport [71]. ABC transporters can accommodate a large range of structurally unrelated compounds and thus strictly limit the brain uptake of a wide variety of drugs. On the contrary, SLC transporters are often highly selective and thus can mediate the brain uptake of selected drugs, with the exception of the transporters belonging to the *Slc22* (OATs/OCTNs) and *Slco* (OATPs) families, which can handle a larger panel of drugs. The expression of the main drug efflux ABC transporters at the BBB, including PGP, BCRP and MRP4, was not changed at the transcript level or protein level following one to three days of fasting. Moreover, the activity of the major transporter PGP, as measured by in situ brain perfusion, was not modified by fasting. Of note, it was previously reported that one day of fasting increased PGP activity at the mouse BBB [12] but this study assessed PGP activity ex vivo in isolated brain microvessels and did not measure PGP expression in the microvessels. BCRP is also able to limit the brain penetration of a large array of drugs, most of which are shared substrates with PGP [72]. In mouse and rat brain microvessels, PGP expression is about 4 times higher than BCRP expression [73, 74] and consequently BCRP plays a less significant role at the rodent BBB, except for the few drugs that are selective substrates of BCRP [75]. This might be different in the human and non-human primates where BCRP and PGP are expressed at a similar level at the BBB [76, 77], although the relative contribution of each transporter in limiting the drug penetration in the brain remains to be clearly established [72]. Therefore, from a translational perspective, further studies should address the impact of fasting upon BCRP function in more relevant preclinical models such as the non-human primate. Our transcriptomic study also showed that fasting modulated the gene expression of some SLC transporters involved in drug transport, including *Slc19a3*/THTR2 (metformin), *Slc38a5*/SNAT5 (platinum) and *Slc16a1*/MCT1 (valproate) as well as *Slco1a4* and *Slco1c1* but not the major drug handling transporters of the *Slc22* family. 

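Slc38a5 (ENSRNOG00000027767) had 3246 ± 562 normalized counts in AL rats (SD, n = 3) and an LFC of -0.48 (standard error 0.12, adjusted p = 0.0281 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in F1 rats, -0.17 (0.12, 0.586) in F2 rats and -0.48 (0.12, 0.0182) in F3 rats. It was no longer called in F1 rats without AL samples i and k or F1 samples j and k (adjusted p of 0.134, 0.0749, 0.131 and 0.0970), nor in F3 rats without AL samples i and k or F3 samples i and k (0.101, 0.0528, 0.0770 and 0.0880). Slco1a4 (ENSRNOG00000047493) had 81326 ± 3854 normalized counts in AL rats (SD, n = 3) and an LFC of -0.36 (standard error 0.09, adjusted p = 0.0323) in F1 rats, -0.12 (0.09, 0.644) in F2 rats and -0.43 (0.09, 0.00774) in F3 rats. Its call in F1 rats was lost without AL samples i and k or F1 samples j and k (0.122, 0.0870, 0.156 and 0.0747), and that in F3 rats without F3 sample k (0.0507). Slco1a4 belongs to a family of close paralogs whose shared reads had been removed by the authors. Slco1c1 (ENSRNOG00000009740) had 110125 ± 616 normalized counts in AL rats (SD, n = 3) and an LFC of -0.29 (standard error 0.08, adjusted p = 0.0534) in F1 rats, -0.06 (0.08, 0.818) in F2 rats and -0.31 (0.08, 0.0255) in F3 rats. DESeq2's Wald test called Slco1c1 in F1 rats as well (adjusted p = 0.00249, within a range of 0.0023 to 0.194 over the alternatives). Its call in F3 rats was made without F3 sample j only, and the adjusted p was 0.0710, 0.0579 and 0.0689 without AL samples i, j and k and 0.0769 and 0.131 without F3 samples i and k. The Slc22 family was not analysed here.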

Altogether these results indicate that, except for a restricted set of compounds, fasting should not significantly alter the cerebral pharmacokinetic profile of most drugs, at least in the male rat and in the investigated time window (one to three days).

Because they control the cerebral uptake of most endogenous compounds and metabolites, SLC transporters are a major actor in brain homeostasis. Unsurprisingly, the gene expression of the transporters of glucose (*Slc2a1*/GLUT1) and ketone bodies (*Slc16a1*/MCT1), the two main energy substrates of the brain, was upregulated following fasting [9]. The transporter of glutamine (*Slc38a3*/SNAT3), known to be highly expressed in the brain endothelium [78] was also induced and this might be functionally relevant given the role of glutamine for energy supply, nitric oxide synthesis and glutamate and GABA homeostasis in the brain. Interestingly two transporters of neurotransmitters including glutamate (*Slc1a1*/EAAT3) and taurine (*Slc6a6*/TAUT) were, respectively, up- and down-regulated. In the mouse brain, these transporters are highly expressed in endothelial cells [31, 48, 49], where they take part in the clearance of the pro-convulsive glutamate [79] and anti-convulsive taurine [80]. Whether the fasting-induced changes observed in the expression of *Slc1a1* and *Slc6a6* in the brain endothelium participate in the anti-convulsive effect of fasting is an attractive hypothesis. Finally, the induction of the transporters of the essential enzymatic cofactors thiamine (*Slc19a3*/THTR2) and riboflavine (*Slc52a2*/RFT3) suggest that brain endothelial cells actively participate in the metabolic adaptation of the brain to low-energy stress. Taken together, these results suggest that modulation of the BBB by fasting might be a valuable approach to tackle metabolic dysfunction of the brain, although this remains to be specifically addressed.

### Limitations of the study

This work was conducted only in male rats and its results cannot be generalized to female animals without additional studies. The effect of refeeding and the long-term effect of repeated bouts of fasting upon the brain endothelium were beyond the scope of this study but clearly deserves further investigation.

## Conclusions

In conclusion, the present study reveals that fasting, a mild metabolic stressor, triggers an adaptive response of the cerebrovascular system through selective PPAR δ activation in endothelial cells. This in turn upregulates MCT1 expression and activity, thereby contributing to the sustained energy supply of the brain during fasting. Considering the established protective role of PPAR δ in the peripheral vasculature, our results should motivate further investigation of fasting as a way to modulate BBB function and target brain diseases associated to metabolic dysfunction.

### Electronic supplementary material

Below is the link to the electronic supplementary material.

**Supplementary Figure 1** Metabolic effect of fasting. Rats were fed *ad libitum* (AL)or fasted for one day (F1), two days (F2) or three days (F3). (**a**) Plasma Total proteins and Urea. (**b**) Relative weights (% of body weight) of the heart, gastrocnemius, extensor digitorum longus (EDL) and soleus muscles. Tukey boxplot (n = 12 rats per group). Kruskal-Wallis test with Dunn’s multiple comparisons test for Total Proteins. Brown-Forsythe and Welch ANOVA followed by Dunnett’s multiple comparison tests for Gastrocnemius. One-way ANOVA followed by Holm-Sidak’s multiple comparisons test for all other variables.

**Supplementary Table S1** Transcriptomic dataset of endothelial cells freshly isolated from the brain of rats fed ad libitum (AL) or fasted for 1, 2, or 3 days (F1, F2, or F3).

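The table gives for each gene the mean of the normalized counts over the 12 samples, the LFC of F1, F2 and F3 rats relative to AL rats and their adjusted p-values. When DESeq2 was run on the deposited counts summed over technical replicates, the LFC of the 1993 genes in the copy used here differed from the table's by at most 4.2e-05 and the mean counts by at most 0.000852%. Without technical replicate d of F1 sample k, whose labels also name a fast of 2 days, the mean counts differed from the table's by a median of 2.37%.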

**Supplementary Table S2** Differentially expressed ABC and SLC transporters encoding genes. Data extracted from the whole transcriptomic dataset of endothelial cells freshly isolated from the brain of rats fed ad libitum (AL) or fasted for 1, 2, or 3 days (F1, F2, or F3).

**Supplementary Table S3** Proteomic dataset of primary cultured rat brain endothelial cells treated with 100 nM GW0742, 100 nM GW0742 + 2 µM GSK0660 or left untretated (n=3).

**Supplementary Table S4** Primary and secondary antibodies for western-blot

**Supplementary Table S5** Primers used for qRT-PCR (5’ to 3’ sequence)

## Data Availability

Data are available on request from the corresponding author. The RNASeq gene expression data and raw fastq files are available on the GEO repository (https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE241803. The proteomics raw and result files have been deposited to the ProteomeXchange Consortium (http://proteomecentral.proteomexchange.org) via the jPOSTrepo partner repository with the dataset identifiers PXD044587 and JPST002293, respectively.

## Abbreviations

ABC transporter: ATP-Binding Cassette transporter
AL: *Ad Libitum*
BBB: Blood-Brain Barrier
CECs: Cerebral Endothelial Cells
FFA: Free Fatty Acid
MACS: Magnetic-activated cell sorting
pc-CECs: primary cultured Cerebral Endothelial Cells
SLC transporter: Solute Carrier transporter

# Supplementary material for: Fasting upregulates the monocarboxylate transporter MCT1 at the rat blood-brain barrier through PPAR δ activation
**Source:** Fluids Barriers CNS. 2024 Apr 8;21:33. doi: 10.1186/s12987-024-00526-8
**Supplement:** Supplementary file 1 — Supplementary Figure 1 Metabolic effect of fasting. Rats were fed ad libitum (AL)or fasted for one day (F1), two days (F2) or three days (F3). (a) Plasma Total proteins and Urea. (b) Relative weights (% of body weight) of the heart, gastrocnemius, extensor digitorum longus (EDL) and soleus muscles. Tukey boxplot (n = 12 rats per group). Kruskal-Wallis test with Dunn’s multiple comparisons test for Total Proteins. Brown-Forsythe and Welch ANOVA followed by Dunnett’s multiple comparison tests for Gastrocnemius. One-way ANOVA followed by Holm-Sidak’s multiple comparisons test for all other variables.

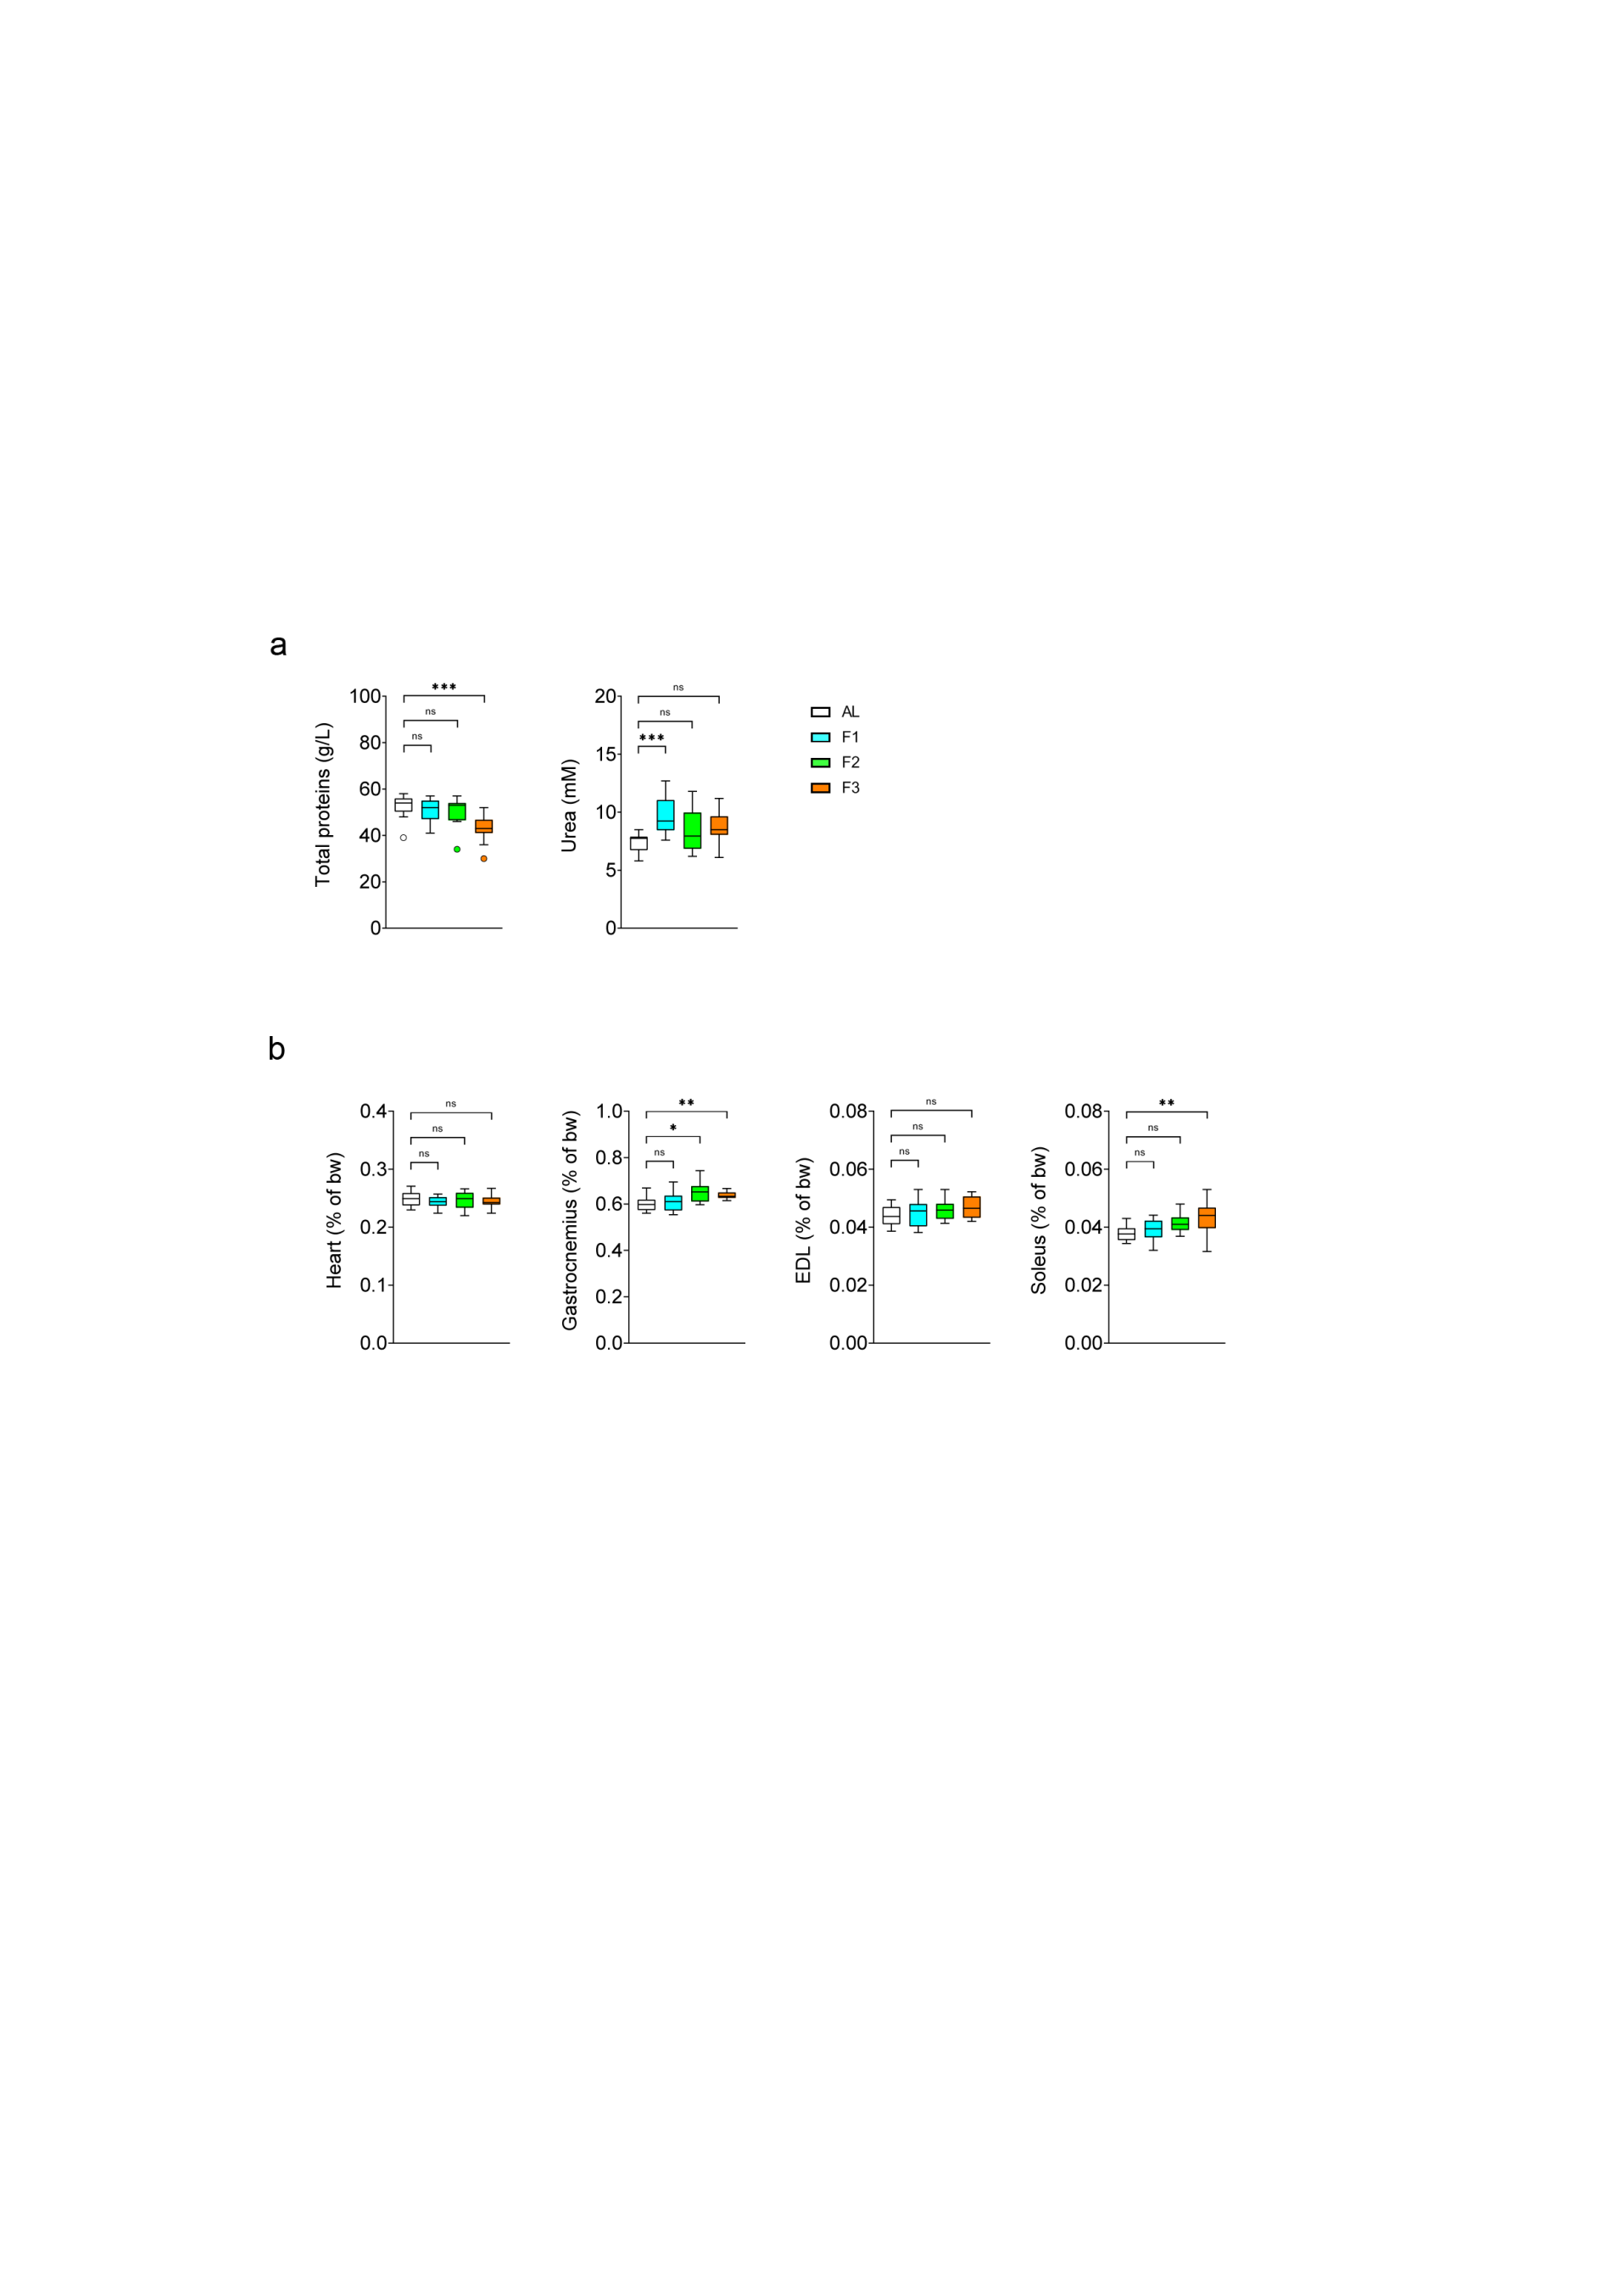

**Supplementary Figure 1** Metabolic effect of fasting. Rats were fed *ad libitum* (AL) or fasted for one day (F1), two days (F2) or three days (F3). (**a**) Plasma Total proteins and Urea. (**b**) Relative weights (% of body weight) of the heart, gastrocnemius, extensor digitorum longus (EDL) and soleus muscles. Tukey boxplot (n = 12 rats per group). Kruskal-Wallis test with Dunn’s multiple comparisons test for Total Proteins. Brown-Forsythe and Welch ANOVA followed by Dunnett’s multiple comparison tests for Gastrocnemius. One-way ANOVA followed by Holm-Sidak’s multiple comparisons test for all other variables.

**
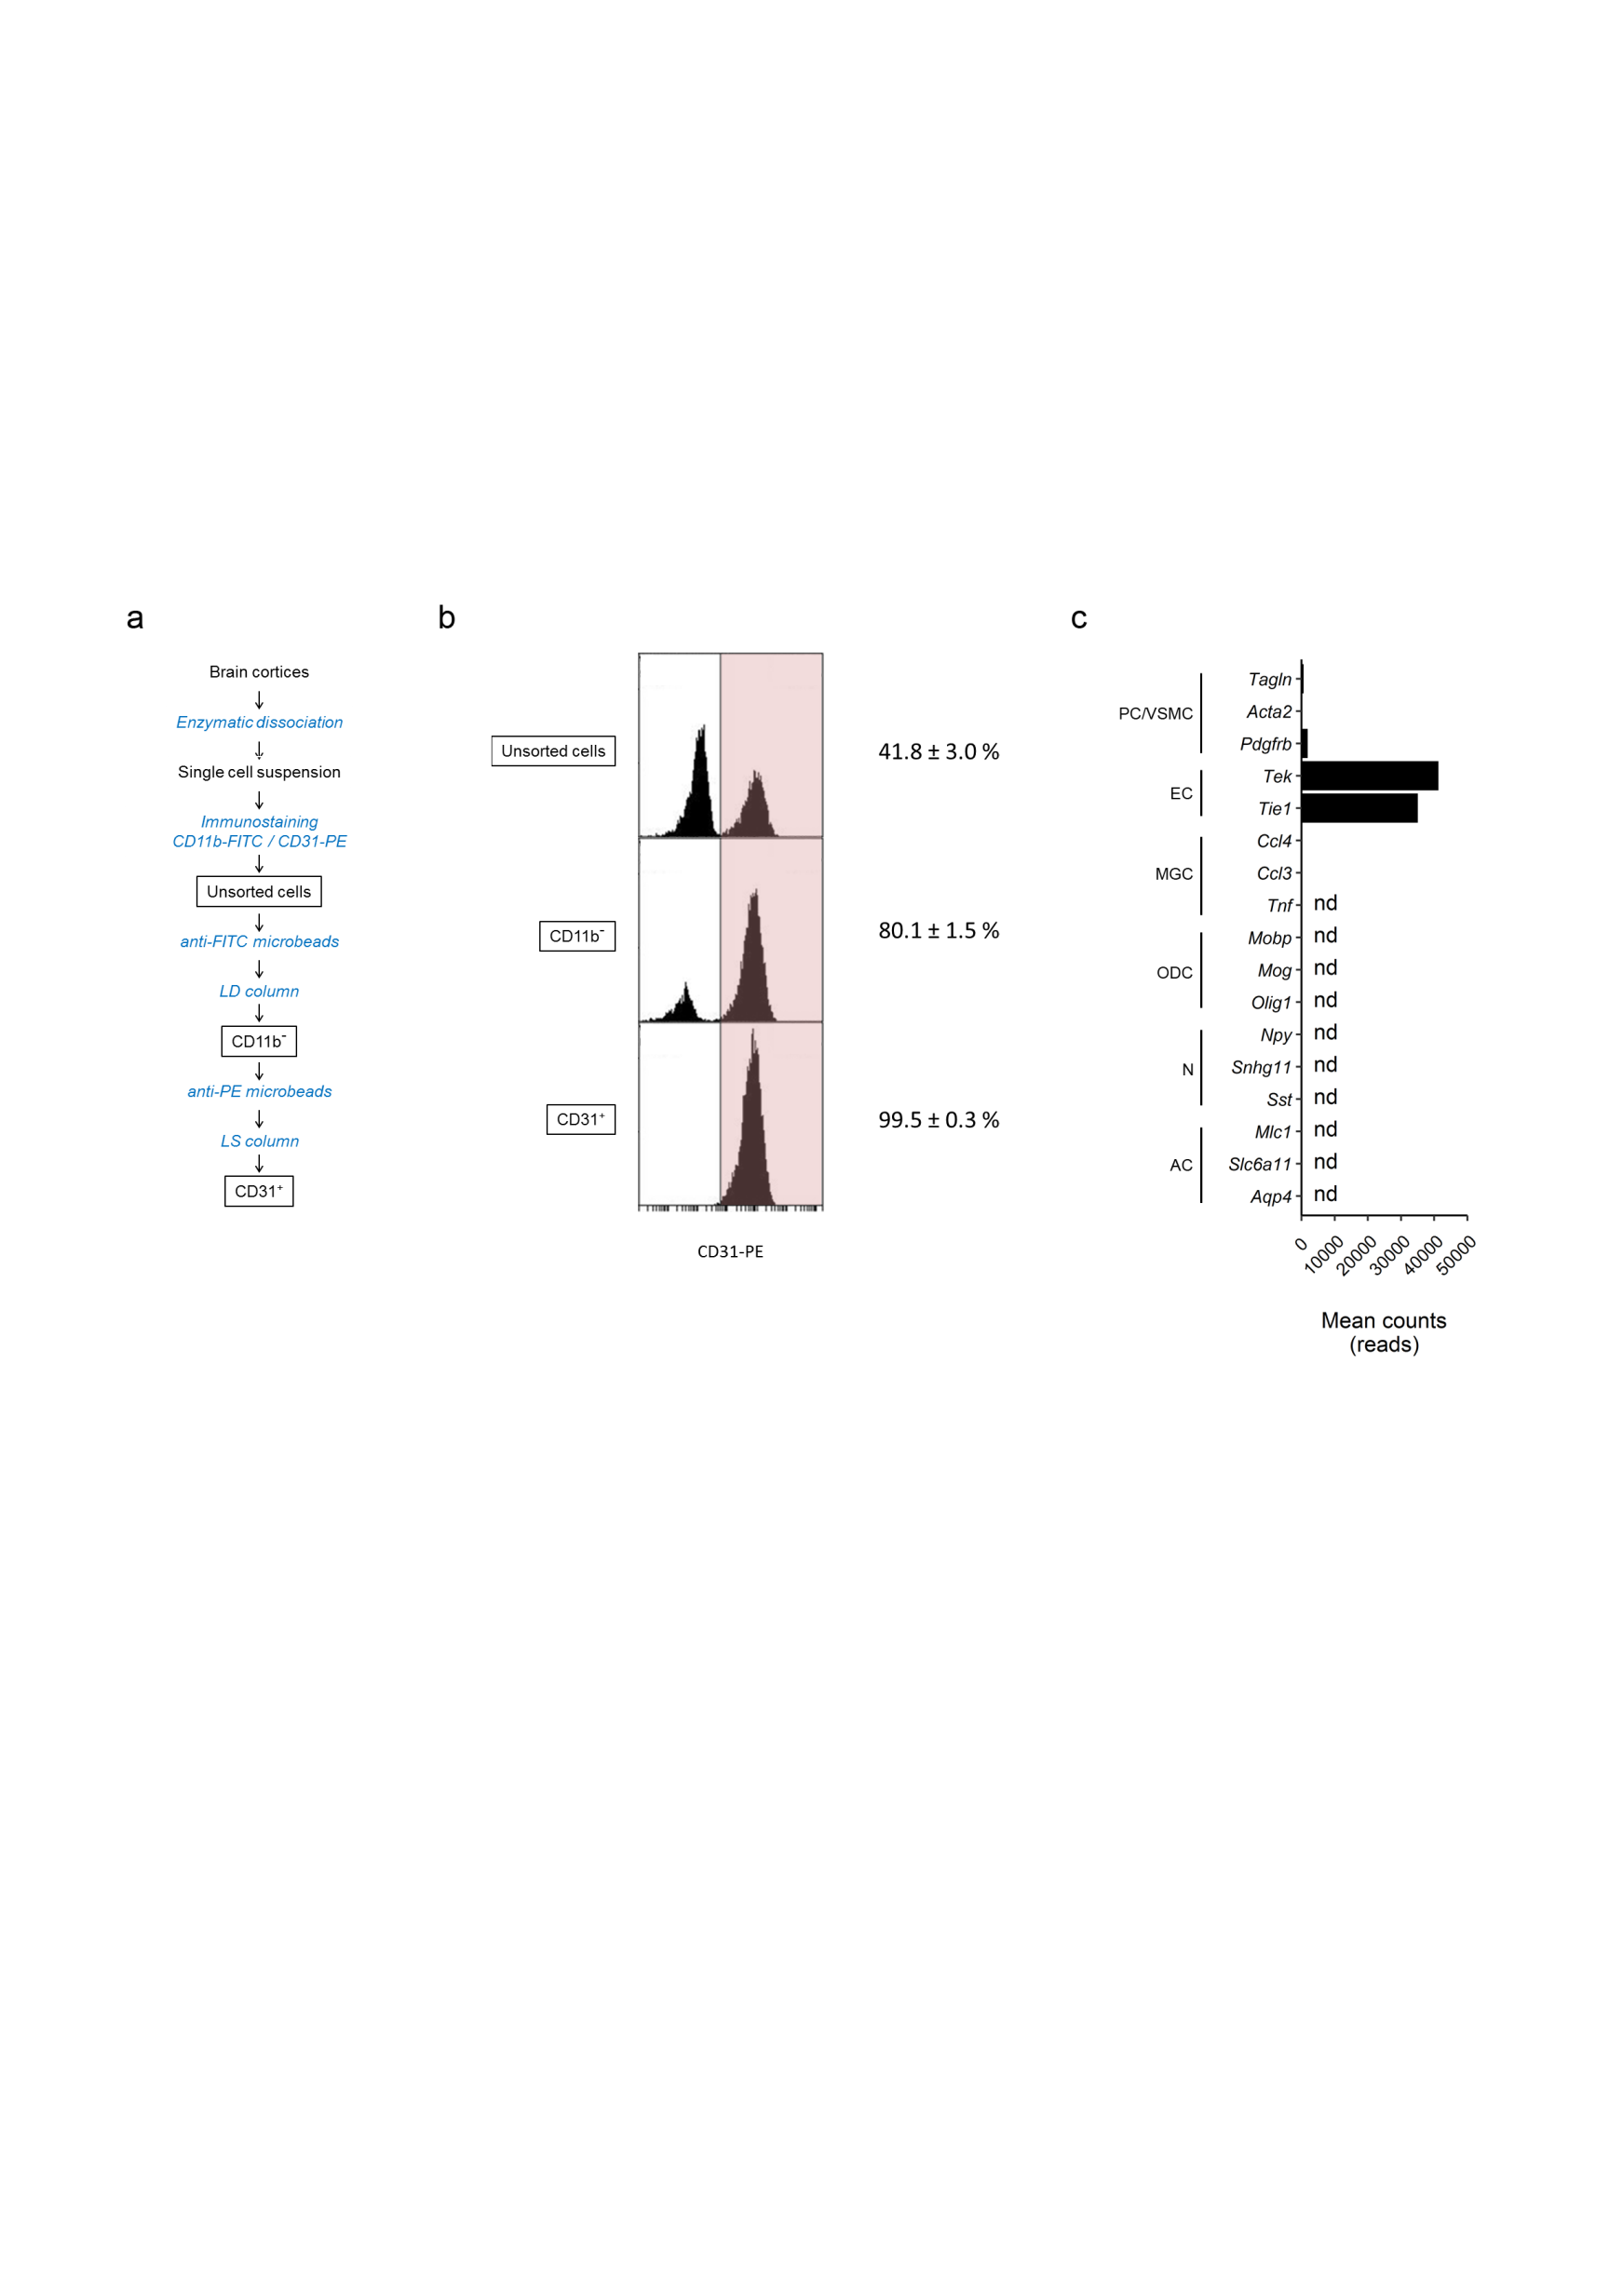
**

**Supplementary Figure 2** Preparation and characterization of rat cerebral endothelial cells freshly isolated by magnetic-assisted cell sorting (MACS). (**a**) Workflow of the whole procedure (see Methods for details). (**b**) PE (phycoerythrin) fluorescence distribution of the unsorted cells, CD11b^-^ cells, and CD31^+^ cells as assessed by flow cytometry. The percentage of CD31^+^ endothelial cells is shown on the right. (**c**) Mean counts of mural cells (PC/VSMC), endothelial cells (EC), microglia (MGC), oligodendrocytes (ODC), neurons (N) and astrocytes (AC) specific transcripts as measured by RNA-Seq (nd = not detected).

# Supplementary material for: Fasting upregulates the monocarboxylate transporter MCT1 at the rat blood-brain barrier through PPAR δ activation
**Source:** Fluids Barriers CNS. 2024 Apr 8;21:33. doi: 10.1186/s12987-024-00526-8
**Supplement:** Supplementary file 4 — Supplementary Table S3 Proteomic dataset of primary cultured rat brain endothelial cells treated with 100 nM GW0742, 100 nM GW0742 + 2 µM GSK0660 or left untretated (n=3).

**Supplementary Table S4.** Primary and secondary antibodies for western-blot

| Antibody                   | Manufacturer       | Reference   | Lot number    | Dilution |
|----------------------------|--------------------|-------------|---------------|----------|
| mouse anti-Pgp             | Enzo Life Sciences | ALX-801-002 | 08181607      | 1/100    |
| rat anti-Bcrp              | Enzo Life Sciences | ALX-801-036 | 05062127      | 1/50     |
| goat anti-Mrp4             | Abcam              | ab77184     | GR54544-2     | 1/500    |
| goat anti-CD31             | R&D Systems        | AF3628-SP   | YZU0121082    | 1/500    |
| chicken anti-Mct1          | Merck              | AB1286-I    | 3674956       | 1/2000   |
| rabbit anti- $\beta$ Actin | Abcam              | Ab49900     | GR3324650-1   | 1/50000  |
| Anti-Mouse HRP             | Invitrogen         | A16011      | 67-51-041519  | 1/20000  |
| Anti-Rabbit HRP            | Invitrogen         | A16023      | 65-122-031219 | 1/20000  |
| Anti-Goat HRP              | Invitrogen         | PA1-28664   | WB3206854P    | 1/5000   |
| Anti-Chicken HRP           | Invitrogen         | SA1-72004   | VL3141722     | 1/15000  |

# Supplementary material for: Fasting upregulates the monocarboxylate transporter MCT1 at the rat blood-brain barrier through PPAR δ activation
**Source:** Fluids Barriers CNS. 2024 Apr 8;21:33. doi: 10.1186/s12987-024-00526-8
**Supplement:** Supplementary file 5 — Supplementary Table S4 Primary and secondary antibodies for western-blot

**Supplementary Table S5.** Primers used for qRT-PCR (5' to 3' sequence)

| Gene           | Primer sequence                                          |
|----------------|----------------------------------------------------------|
| <i>Abcb1a</i>  | F : CAACCAGCATTCTCCATAATA<br>R : CCCAAGGATCAGGAACAATA    |
| <i>Ppara</i>   | F : CGCAGGAAAGACTAGCAACAATC<br>R : ACCTCTGCCTCCTTGTTTCAA |
| <i>Ppard</i>   | F : AGAGCACACCCTTCCTTCCA<br>R : CCCCATCACAGCCCATCT       |
| <i>Pparg</i>   | F : AGGGCGATCTTGACAGGAAAG<br>R : TGCAGGGGGGTGATATGTTTGA  |
| <i>Angptl4</i> | F : AACGCCACCCGCTTACACA<br>R : AGAGGCTGGATCTGGAAAAGT     |
| <i>Cpt1a</i>   | F : CGAGTCCCGATGCCTTCA<br>R : CAGTCTCTGTCCTCCCTTCT       |
| <i>Slc16a1</i> | F : AGTGCAACGACCAGTGAAGT<br>R : AGCCACCAGCAATCATTACT     |
| <i>Tbp</i>     | F : TGCACAGGAGCCAAGAGTGAA<br>R : CACATCACAGCTCCCCACCA    |

How the deposited data were processed for this re-analysis (not part of the article)

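RNA was measured in cerebral endothelial cells sorted from the cortex of rats fed ad libitum (AL) or fasted for 1, 2 or 3 days (F1, F2 and F3), with 3 samples per group and 4 technical replicates per sample, 48 files in all. The authors trimmed and filtered the reads, aligned them with STAR to the rat genome of Ensembl version 91, removed reads that matched more than once and counted the reads on exons with HTSeq-count, and the deposited values are these raw counts, as whole numbers without normalization. The strand setting of the counting was looked for in the paper's text and was not found.

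The 4 technical replicates of each sample were summed, and samples were grouped by the fast that their labels and the paper give. The labels of technical replicate d of F1 sample k conflict, and an alternative leaves it out. The smallest sample had 20718644 assigned reads and the largest 25960874. How many genes would pass the filter at equal depth was not counted.

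Genes with at least 1 read in each of the 12 samples were tested in R 4.3.3 with the quasi-likelihood test of edgeR 4.0.16, after TMM normalization, in 1 model of the 12 samples with 4 group means. The comparisons were F1, F2 and F3 against AL, F2 against F1, F3 against F2, and a joint test of the 4 groups. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, with a threshold of 0.05. Normalized counts are counts divided by the TMM-scaled library size and multiplied by its mean. Standard errors of Log2 fold changes come from the same model. Principal components used log2 CPM with a prior count of 2 for the 500 most variable genes. Technical replicates were compared by a chi-square test on genes with at least 20 reads over the technical replicates.

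The genes named in the text are those that the paper names and, for each comparison, those with the largest rises and falls among genes past the threshold with a symbol, a mean of at least 100 normalized counts and no overlap between the groups. Symbols given to clones rather than to genes were excluded from this rule after its output had been seen. Symbols come only from the supplementary tables, so that 21 of 33 genes that the paper names had an identifier here. Pdk4, Cpt1a, Mlycd, Ppara, Ppard, Pparg, Cpt2, Mgll, Lipe, Tbp and Itgam were among those that had none and were left out. Results for some single genes are not reported here. Tests of gene lists were planned and not run, because of 212 genes in 10 lists only 23 had an identifier, at most 28.6% of any list. Of the 79 genes in 15 lists of cell markers, 12 had an identifier.

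The comparisons, tests, threshold, rule for named genes and first set of alternatives were chosen before the data were examined. The alternatives were DESeq2's size factors, total counts and upper-quartile scaling, DESeq2 1.42.0 with the same genes or with all genes with any read, no filter, a filter of at least 10 reads and edgeR's filterByExpr, only the 6 samples compared, the sample letter as a block, each sample left out in turn, technical replicate d of F1 sample k left out, and an adjusted p of at most 0.01. Added after seeing the data were a covariate of the markers Abcc9 and Anpep, and the thinning of every sample to 20718644 reads.

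The test was tried on data simulated from these counts with 200 changed genes among 12835. A first exploratory fit of the real data had been made before this. A single data set was simulated, with the spread that edgeR had fitted for each gene, the same in all groups. Its changed genes had a mean of at least 100 reads. Changes at day 2 were set smaller than at days 1 and 3, so a lower recovery in comparisons with F2 was set in advance. Those at days 1 and 3 exceeded the median size of the called log2 fold changes in the real data (0.499 in F1 and 0.508 in F3 against AL). The share of changed genes recovered was 97.5% for F1, 78.5% for F2 and 98.0% for F3 against AL, and 2.50%, 4.27% and 2.00% of the calls were unchanged genes. For F2 against F1, F3 against F2 and the joint test, 77.5%, 80.5% and 98.0% were recovered and 3.12%, 7.47% and 7.11% of the calls were unchanged genes, the last 2 above the 5% that the threshold aims at. DESeq2 recovered 99.0%, 83.0% and 99.0%, with 9.59%, 11.2% and 10.8% of calls unchanged. Other groupings of the samples, 10 splits for 3 samples against 3 and 100 groupings for the joint test, were tested in the same way.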

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

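In this part, the use of random pairs of genes as a covariate and the tests on the genes that the paper does not discuss were chosen only after the results were seen.

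A difference between days, tested directly, was found for 186 genes in F2 against F1 and for 775 genes in F3 against F2 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p of at most 0.05). In both cases 1 of the 10 splits of the 6 samples, the real one, gave as many genes, and the highest of the others gave 2 and 0, but 10 splits cannot give a share under 0.1 and so cannot exclude chance. With every sample thinned to the smallest total, 163 of the 186 and 687 of the 775 genes were still past the threshold, so that a difference in depth is excluded as the whole cause. With the pericyte markers Abcc9 and Anpep as a covariate, 591 of the 775 genes were still past it, which excludes the RNA of pericytes tracked by these 2 genes as the whole cause for F3 against F2. For F2 against F1, only 17 of the 186 genes were still past it, which met the expectation written beforehand for pericyte RNA, fewer than 50% of the genes. A control added after this was seen weakens that reading. Among 50 random pairs of genes used as the covariate, 26 left as few of the 186 genes (0 to 185, median 15.5), and with the marker covariate all 186 genes had the same sign, with a median ratio of 1.04 for the log2 fold changes and of 1.24 for their standard errors. Precision lost by adding a covariate may therefore explain the drop, and pericyte RNA stays open. The marker covariate did not overlap between the groups (4.72 to 4.92 in F1 and 5.12 to 5.93 in F2). The day and the markers can therefore not be fully separated in F2 against F1. The number of F2 against F1 genes also changed when single samples were left out, a step that itself costs precision. It was 0 without F1 sample j (1515 at an unadjusted p under 0.05) and 4 without F1 sample i. Without F1 sample k it was 65, without F2 sample j 117 and without F2 sample k 48. F3 against F2 gave 164, 435 and 332 genes without F3 samples i, j and k. A biological change between the days stays open for both.

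Named genes that differed between days, by the same test, include Slc16a1, higher in F2 than in F1 (log2 fold change 0.70, standard error 0.14, adjusted p 0.0300), and Angptl4, higher in F3 than in F2 (0.43, 0.10, 0.0249). Slc16a1 lost this call with the marker covariate (adjusted p 0.111, within 0.000163 to 0.166 over the alternatives) and without F1 samples i (0.0984) and j (0.166) and F2 samples j (0.0692) and k (0.0598), and Angptl4 without F2 samples i (0.0537) and k (0.0584) and F3 samples i (0.101) and j (0.0801). The tests of depth and pericyte RNA were made on the genes as a set and not decided for these 2 genes.

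Among the genes chosen by rule, F2 against F1 gave Akr1b1 (log2 fold change 1.00, standard error 0.20, adjusted p 0.0303), Slc19a1 (0.78, 0.17, 0.0445), Adamts9 (-1.31, 0.22, 0.0292) and Cbx2 (-0.89, 0.16, 0.0292). F3 against F2 gave Adamts9 (1.63, 0.22, 0.00466), Cbx2 (0.96, 0.16, 0.00718), Apln (-0.94, 0.24, 0.0411) and Akr1b1 (-0.89, 0.19, 0.0198). The rule itself requires 3 of 3 samples on the side of the change. In F2 against F1, Adamts9 lost its call without F1 samples i (0.0634) and j (0.101). Akr1b1 lost it without F1 samples i, j and k (0.107, 0.101 and 0.0871) and F2 samples j and k (0.0507 and 0.0619), Cbx2 without the same samples (0.0829, 0.0752, 0.0640, 0.0507 and 0.0506), and so did Slc19a1 (0.137, 0.199, 0.0882, 0.0802 and 0.0589). In F3 against F2, Adamts9 and Cbx2 were called without each sample in turn, Apln was not called without F2 samples j (0.130) and k (0.0832) and F3 samples i (0.167) and j (0.115), and Akr1b1 not without F3 samples i, j and k (0.0677, 0.0692 and 0.0711).

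The paper does not discuss 4 genes that rose in fasted rats, with 3 of 3 samples higher than AL samples as the rule for named genes requires. These are Adamts9 (log2 fold change 1.53 in F1, standard error 0.22, adjusted p 0.00273, and 1.85 in F3, 0.22, 0.000406), Akap12 (1.24 in F1, 0.21, 0.00595, then 1.08 in F2, 0.21, 0.0390, and 1.26 in F3, 0.21, 0.00271), Bdkrb2 (1.01 in F2, 0.13, 0.00411) and Baiap2 (1.31 in F3, 0.10, 1.65e-05). These are the days on which a gene was among the largest rises. On the other days, Baiap2 was also past the threshold in F1 (1.17, 0.10, 0.000114) and F2 (0.76, 0.10, 0.00411), with 3 of 3 samples higher, while Bdkrb2 in F1 (0.45, 0.14, 0.0659) and F3 (0.40, 0.14, 0.0722) and Adamts9 in F2 (0.22, 0.22, 0.729) were not, and these were not recomputed under the alternatives. With the marker covariate 7 of the 7 rises that were among the largest were past the threshold, and with thinned counts 7 of 7, so that pericyte RNA tracked by these markers and depth are excluded as the whole cause. Akap12 in F2 was not called without AL samples i (0.0675) and k (0.113) and F2 samples i, j and k (0.135, 0.0925 and 0.100). Fasting stays open as the cause, and paralogs, gene length and GC content were not tested.

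Outside the filter of at least 1 read in each sample, 5730 genes had a read in any sample, and 14 of them passed the threshold as higher in fasted rats and 3 as lower, with at most 31 reads in any sample. There were 7 such calls in F1, 0 in F2 (127 at an unadjusted p under 0.05) and 13 in F3. A single sample held over 50% of the reads of the higher group for 5 of the 17 genes. This cannot tell whether single samples are the cause, because the genes were chosen by a test over 3 samples and were not tested again with samples left out. Counts this low leave the size of these changes open.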

How the results depend on the processing

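No test in this part was chosen for its result, but the marker covariate and the thinning were chosen after seeing the data. Of the results that answer a comparison, 193 values under the alternatives stayed within the limits set, 54 moved and 8 lost their call. Of the values of single named genes, 1552 stayed, 170 lost their call, 49 gained it and 15 reversed.

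DESeq2 gave 359 genes in F2 against AL, 616 in F2 against F1, 1228 in F3 against F2 and 2090 among the 4 groups, against 112, 186, 775 and 1321 with edgeR, and on all genes with any read 359, 605, 1223 and 2046. In a single simulated data set, more of DESeq2's calls were unchanged genes (11.2% against 4.27% in F2 against AL). It was drawn with the spread that edgeR had fitted for each gene, and gives no general rate of false calls. A model of only the 6 samples compared gave 0 genes in F2 against AL (1186 at an unadjusted p under 0.05), 56 in F2 against F1 and 262 in F3 against F2, and Slc16a1 lost its call in F1 (log2 fold change 0.56, adjusted p 0.0911) and F2 (1.26, 0.0617). In F1 and F3 against AL the same model gave 1058 and 2031 genes, against 856 and 1572. An adjusted p of at most 0.01 left 271, 23 and 684 genes in F1, F2 and F3 against AL, 3 and 132 between days, 476 among the 4 groups, 0 ABC transporter genes (14 at an unadjusted p under 0.05) and 11 SLC genes, and Slc16a1 in F1 (0.56, 0.0276) was past 0.05 only. With the marker covariate F2 against AL gave 71 genes and F2 against F1 gave 21.

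Scaling by total counts shifted the median log2 fold change of all genes by under 0.1 and turned the share of higher genes from 59.0%, 57.1% and 52.1% to 38.7%, 46.0% and 41.0% in F1, F2 and F3 against AL, and in F2 it was 67.4% with the upper quartile. With total counts Slc16a1 in F1 was 0.49 (adjusted p 0.0581, within 0.00206 to 0.108 over the alternatives), Abcb1a in F3 was -0.0363 in place of 0.01, and Pecam1 in F3 was -0.01 (-0.00972) in place of 0.03. Abcb1a in F1, -0.01, became 0.00305 without a filter and 0.0159 with the marker covariate, and Abca8a in F2, -0.07, became 0.0125 with thinned counts. These reversals lie within the standard errors.

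The distances from AL on the principal components were 32.4, 27.2 and 40.8 for F1, F2 and F3 with all genes, which sums over more genes. With at least 10 reads in each sample the log2 fold changes correlated with r = 0.852 for F1 and F3 and r = 0.544 for F2 and F3.

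Across the fits that each left out 1 sample, the genes ranged from 308 to 766 in F1, 35 to 162 in F2 and 792 to 1271 in F3 against AL, from 0 (1515 at an unadjusted p under 0.05) to 139 in F2 against F1, from 164 to 693 in F3 against F2 and from 739 to 1784 among the 4 groups, ABC genes from 0 (11 at an unadjusted p under 0.05) to 7 and SLC genes from 20 to 46. The lowest were without F1 sample j, AL sample k, F3 sample i, F1 sample j, F3 sample i, F3 sample i, AL sample i and AL sample i. Slc16a1 ranged from 0.42 (without F1 sample k, adjusted p 0.108) to 0.72 in F1. Abcb1a ranged from -0.0269 to 0.00863 in F1, -0.0116 to 0.132 in F2 and -0.00783 to 0.0494 in F3, Pecam1 from -0.0700 to 0.0123 in F2 and Abca8a from -0.296 to 0.329 in F2. Where no cause is given, the cause was not tested.

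Samples with the same letter were not treated as pairs. The paper reports 3 independent experiments but does not say that a letter marks one of them, and the correlation of their deviations from the group means was over 0.1 in 3 of 18 pairs (-0.0172 to 0.139, median 0.0288). A shared experiment is not excluded. With the letter as a replicate block, F2 against F1 gave 108 genes. The adjusted p became 0.0262 for Abca8a, 0.0556 for Slc19a3, 0.0691 for Slc1a1 and 0.0265 for Slc6a6 in F1, 0.04996 for Slc2a1 and 0.0341 for Slc6a6 in F2, 0.0515 for Atf3 in F3 and 0.0588 for Akr1b1 in F2 against F1, and the block changed no other call of a named gene.

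The planned tests of gene lists and their alternatives were not run, for lack of identifiers, and the joint test of 4 groups has no fit of 6 samples.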

Differences from the paper's values

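Of the settings in this part, only the thinned counts were chosen after the result was seen. For F2 against AL, 112 genes were differentially expressed here and 360 in the paper. With DESeq2 the number was 359, on the genes of the paper's filter and on all genes with any read alike. None of the other alternatives set before the data were examined closed the gap. They gave 114 with DESeq2's size factors in edgeR, 139 with total counts, 129 with the upper quartile, 129 without a filter, 124 with at least 10 reads, 124 with filterByExpr, 0 with only the 6 samples (1186 at an unadjusted p under 0.05), 129 with the letter as a block, 114 without technical replicate d of F1 sample k, 23 at an adjusted p of 0.01 and 35 (without AL sample k) to 162 (without AL sample j) with 1 sample left out.

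The first principal component held 24.6% of the variance here and about 50% in Fig. 2a, read by eye. With DESeq2's variance stabilizing transformation it held 49.0%. All genes (23.5%), 1000 genes (21.8%) and removal of the letter (30.8%) did not close the gap.

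Of 60 pairs of a named gene and a comparison with AL, both the paper's table and edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment call 26, neither calls 26, only the paper calls 8 and only edgeR calls 0. DESeq2 called all 8 on the genes of the paper's filter and on all genes with any read. The 8 are Abca8a in F1 (adjusted p 0.0522 here), which also passed with total counts (0.0386), no filter (0.0457), at least 10 reads (0.0476) and the block (0.0262), Slc2a1 in F2 (0.0503), which passed with DESeq2's size factors in edgeR (0.0487), total counts (0.0483), the upper quartile (0.0325), at least 10 reads (0.0399), filterByExpr (0.0411), the block (0.04996), without technical replicate d of F1 sample k (0.0499), without AL sample j (0.0293) and with thinned counts (0.0477, chosen after seeing the values), Slc1a1 in F3 (0.0621), which passed with at least 10 reads (0.0408) and filterByExpr (0.0391), Slc6a6 in F1 (0.0880), which passed with only the 6 samples (0.0261) and the block (0.0265), Slc6a6 in F2 (0.126), which passed with the block (0.0341), Slco1c1 in F1 (0.0534), which passed with total counts (0.0197), at least 10 reads (0.0409), filterByExpr (0.0471) and only the 6 samples (0.0385), Acads in F1 (0.0667), which passed without a filter (0.0483) and with only the 6 samples (0.0368), and Acads in F2 (0.100).

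The paper counts Abca8a among the changed ABC transporter genes. Here it was not called and Abcc8 was, with 1 to 2 reads in AL samples, and DESeq2 on the genes of the paper's filter called Abca8a and gave Abcc8 no adjusted p. Of the SLC genes in the paper's table 41 of 49 were called here and 49 with DESeq2.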

Other observations

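In this part, the tests of the own spread of each group, of normalization, of technical replicate d of F1 sample k, of the most abundant genes and of Abcc9 with Anpep were chosen or changed only after the results were seen.

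Fewer genes differed from AL at day 2 (112) than at days 1 (856) and 3 (1572). For each of these comparisons the real split was the only 1 of 10 that gave as many genes (the others gave at most 1, 0 and 0), which cannot exclude chance, and in the joint test it was 1 of 100, with 62 genes in the next, which does. Several technical explanations for the low count at day 2 were tested and each is excluded as the whole cause. With thinned counts F2 gave 123 genes against 820 in F1, under the other normalizations at most 139, and with the marker covariate 71 against 748. The 10 most abundant genes held at most 8.50% of the reads of any sample, so that a few genes did not take most of the counts. Their share was 6.94% to 7.25% in AL, 7.62% to 8.07% in F2 and 8.25% to 8.50% in F1 and F3, a mixed outcome of the expectation first written, and leaving these genes out moved no count enough to serve as a test (115 genes in F2 and 853 in F1). The chi-square per degree of freedom of technical replicate d of F1 sample k against its other technical replicates was 1.00242, and 10.0 to 26.8 against F2 samples, so that a mislabelled replicate is excluded. The F2 samples were more spread (median SD of log2 CPM 0.150, against 0.0953 in AL, 0.0947 in F1 and 0.0840 in F3). With the spread of each group taken off, the SD of the log2 fold changes was 0.128 in F2 (0.0652 without F2 sample i, 0.167 without F2 sample j), 0.225 in F1 and 0.274 in F3, so that spread alone does not account for it. The count itself was 43 without F2 sample i and 35 without AL sample k. A smaller change at day 2 stays open as the biological explanation.

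The log2 fold changes of F2 were no more like those of F1 (r = 0.521) than in simulated unchanged groups (at most 0.532). The simulated groups all had the same spread, while the F2 samples were more spread, which lowers such a correlation. The simulation therefore cannot tell whether the changes of F2 resemble those of F1. A smaller response along the same genes would give a correlation near 1 once the noise is taken off. It was 0.684, between the outcomes written beforehand, against 0.989 for F1 and F3, and with 1 F2 sample left out it went from 0.615 (without F2 sample j) to 1.07 (without F2 sample i). These values cannot tell whether F2 changed along the same genes, or whether the spread of its samples lowers the correlation.

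Abcc9 and Anpep moved together over the 12 samples (r = 0.936, permutation p = 0.000130, adjusted over 4 relations 0.000520, Spearman's rho 0.825, r = 0.920 without the 2 farthest samples). Their deviations from the group means correlated with r = 0.935 (permutation p = 0.00550, adjusted 0.0220). Varying RNA of pericytes is a candidate explanation, with only 2 of the 9 genes of the pericyte list at hand, and whether endothelial cells express them could not be read here. For the deviations of Acta2, the correlation was 0.295 with Abcc9 (permutation p = 0.412, adjusted 0.550) and 0.568 with Anpep (permutation p = 0.0877, adjusted 0.175), and these values cannot tell whether smooth muscle RNA varied alike. No biological explanation was tested.

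Between samples of a group, F2 sample j differed from F2 samples i and k with a chi-square per degree of freedom of 48.8 and 51.5, and F2 samples i and k with 11.5.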
